# Macrophages promote pre-metastatic niche formation of breast cancer through aryl hydrocarbon receptor activity

**DOI:** 10.1038/s41392-024-02042-5

**Published:** 2024-12-18

**Authors:** Xu Jiang, Jiaqi Wang, Liangyu Lin, Liming Du, Yayun Ding, Fanjun Zheng, Hongzhen Xie, Yu Wang, Mingyuan Hu, Benming Liu, Muhan Xu, Jingjie Zhai, Xuefeng Wang, Jiayin Ye, Wei Cao, Chao Feng, Jingyi Feng, Zongliu Hou, Mingyao Meng, Ju Qiu, Qing Li, Yufang Shi, Ying Wang

**Keywords:** Breast cancer, Immunology

## Abstract

Macrophages that acquire an immunosuppressive phenotype play a crucial role in establishing the pre-metastatic niche (PMN), which is essential for facilitating breast cancer metastasis to distant organs. Our study showed that increased activity of the aryl hydrocarbon receptor (AHR) in lung macrophages plays a crucial role in establishing the immunosuppressive PMN in breast cancer. Specifically, AHR activation led to high expression of PD-L1 on macrophages by directly binding to the promoter of *Pdl1*. This upregulation of PD-L1 promoted the differentiation of regulatory T cells (Tregs) within the PMN, further enhancing immunosuppressive conditions. Mice with *Ahr* conditional deletion in macrophages had reduced lung metastasis of breast cancer. The elevated AHR levels in PMN macrophages were induced by GM-CSF, which was secreted by breast cancer cells. Mechanistically, the activated STAT5 signaling pathway induced by GM-CSF prevented AHR from being ubiquitinated, thereby sustaining its activity in macrophages. In breast cancer patients, the expression of *AHR* and *PD-L1* was correlated with increased Treg cell infiltration, and higher levels of *AHR* were associated with a poor prognosis. These findings reveal that the crosstalk of breast cancer cells, lung macrophages, and Treg cells via the GM-CSF-STAT5-AHR-PD-L1 cascade modulates the lung pre-metastatic niche during breast cancer progression.

## Introduction

Metastatic formation in distant organs is the leading cause of death in breast cancer patients.^1^ The metastatic cascade is a complex, multistep process that involves several critical stages: local invasion of tumor cells into surrounding tissues, intravasation into the bloodstream or lymphatic system, survival during circulation amidst shear forces and immune surveillance, extravasation into distant tissues, and finally, colonization and proliferation to form secondary tumor.^2^ Each of these steps requires cancer cells to adapt to new microenvironments and overcome numerous physical and biological barriers. Emerging evidence suggests that before tumor cells arrive at distant organs, a specialized microenvironment known as the pre-metastatic niche (PMN) is established to support their survival and outgrowth.^3^ These PMNs are characterized by abnormal vascular integrity,^4^ aberrant disposition of extracellular matrix proteins, remodeling of the stroma,^5,6^ and immunosuppression.^7,8^ Factors released from tumor cells, such as cytokines and growth factors, play pivotal roles in mobilizing and recruiting bone marrow-derived cells to regulate the formation of PMN.^7^ Notably, blockade of key molecules in the PMN formation can effectively suppress tumor metastasis in preclinical models.^8^ Therefore, understanding the mechanisms underlying PMN formation is essential for identifying potential therapeutic targets to prevent or reduce metastasis.

Capturing tumor cells and supporting their growth at distant organs also require an immunosuppressive microenvironment that can protect disseminated tumor cells from immune surveillance. Macrophages play a crucial role in forming an immunosuppressive PMN.^7,9^ The activation and accumulation of macrophages in the PMN are driven by multiple factors, including tenascin C,^10^ fibronectin,^11^ complement components,^12^ clot formation,^13^ as well as exosomes^14^ released from tumors. Recently, studies have revealed that these immunosuppressive macrophages in the PMN can be characterized by the expression of triggering receptor expressed on myeloid cells 2 (TREM2) and programmed death-ligand 1 (PD-L1).^14,15^ Under certain conditions, the high expression of PD-L1 in macrophages can promote regulatory T (Treg) cell differentiation,^16,17^ which are critical mediators of immune tolerance and can suppress anti-tumor immune responses. Investigations have shown that Treg cells within the PMN could be generated from CD4^+^ T cells induced by tumor-evoked regulatory B cells.^18^ Additionally, lung carcinoma-derived exosomes have been demonstrated to promote Treg cell differentiation via a CCL1-CCL8 chemokine axis.^19^ Recruitment of Treg cells to the PMN can also be mediated by cyclooxygenase-2 (COX-2)-EP3 signaling and stromal cell-derived factor 1 (SDF-1).^20^ These immune cells collectively remodel and prepare the environment for disseminated tumor cells by suppressing T helper 1 (Th1) cell responses,^12^ inducing T cell exhaustion,^14^ impairing natural killer (NK) cell viability,^21^ and restraining T cell proliferation and cytokine production.^22^

The aryl hydrocarbon receptor (AHR) is a member of the basic helix-loop-helix (bHLH) superfamily of transcription factors.^23^ It functions as a ligand-activated transcription factor and is best known for mediating the toxic effects of environmental contaminants. Upon interaction with exogenous ligands like TCDD (2,3,7,8-tetrachlorodibenzo-p-dioxin)^24^ or endogenous molecules such as kynurenine, a metabolite of the amino acid tryptophan,^25^ AHR translocates from the cytoplasm into the nucleus. In the nucleus, it forms a complex with the AHR nuclear translocator (ARNT), and the AHR-ARNT complex is recruited to gene loci that harbor xenobiotic responsive elements to activate transcription.^26,27^ As a sensor of metabolites and environmental toxins, AHR is recognized as a critical regulator of immune cells, impacting various adaptive immune cells, including CD8^+^ T cells,^28^ CD4^+^ T cells,^25,29^ and B cells,^30^ as well as myeloid cells such as macrophages. In vitro activation of bone marrow-derived macrophages (BMDMs) with kynurenine reduced their expressions of MHC Class I and II, as well as the co-stimulatory molecule, CD86, suggesting an immunosuppressive effect.^31^ In an in vivo glioblastoma model induced by GL261 intracranial injection, the kynurenine produced by glioblastoma cells was found to activate AHR in macrophages, leading to increased expression of CD39. CD39, in cooperation with CD73, can produce adenosine, which promotes CD8⁺ T cell dysfunction and contributes to an immunosuppressive tumor microenvironment.^32^ These studies suggest that AHR is a critical regulator of macrophage functionality. However, how AHR in macrophages reacts specifically to tumor cells and modulates the PMN in breast cancer are not fully understood.

In our study, we observed a significant and temporary increase in AHR activity in lung macrophages prior to breast cancer metastasis. This heightened AHR expression in macrophages led to the generation of Treg cells via PD-L1 upregulation, thereby creating an immune-suppressive environment that promoted tumor cell metastasis. We also found that granulocyte-macrophage colony-stimulating factor (GM-CSF) released from primary breast cancer cells stimulated and stabilized AHR expression through signal transducer and activator of transcription 5 (STAT5) signaling. Consequently, this AHR positively influenced PD-L1 expression by binding to its promoter region, leading to increased transcription. Our findings highlight the crucial role of AHR in lung macrophages in shaping a conducive pre-metastatic environment for breast cancer cells and suggest a potential target to combat metastatic diseases.

## Results

### Changes of AHR activity in lung macrophages prior to breast cancer metastasis

Macrophages play a key role in promoting tumor growth and metastasis of breast cancer and other malignancies.^33,34^ Their involvement in regulating the formation of the pre-metastatic niche (PMN) is notable, however, the cellular and molecular mechanisms driving their immunosuppressive properties are not well understood. To investigate this, we used the 4T1 mammary carcinoma model, known for its high and spontaneous lung metastasis, to study the properties of lung macrophages before metastatic node formation. After inoculating 4T1 cells into the fat pad, we observed significant lung metastasis around 5 weeks later, with no observable metastasis before day 18 (Supplementary Fig. S1a), which is termed as the stage of PMN. We harvested lung macrophages at various time points post-primary 4T1 tumor inoculation and found a dynamic change in *Ahr* mRNA levels before 4T1 tumor metastasis to the lung (Fig. 1a). Notably, the transcriptional levels of *Ahr* gradually increased at the early stage of breast cancer progression and reached a peak on day 12. We further analyzed the transcriptional levels of major genes downstream of AHR, including cytochrome P450 Family 1 subfamily A member 1 (CYP1A1), cytochrome P450 Family 1 subfamily B member 1 (CYP1B1), NAD(P)H quinone dehydrogenase 1 (NQO1), and TNF alpha-induced protein 6 (TSG6),^35–37^ in lung macrophages of mice inoculated with 4T1 cells (Fig. 1a), showing a consistent trend similar to *Ahr* expression.

**Fig. 1:**
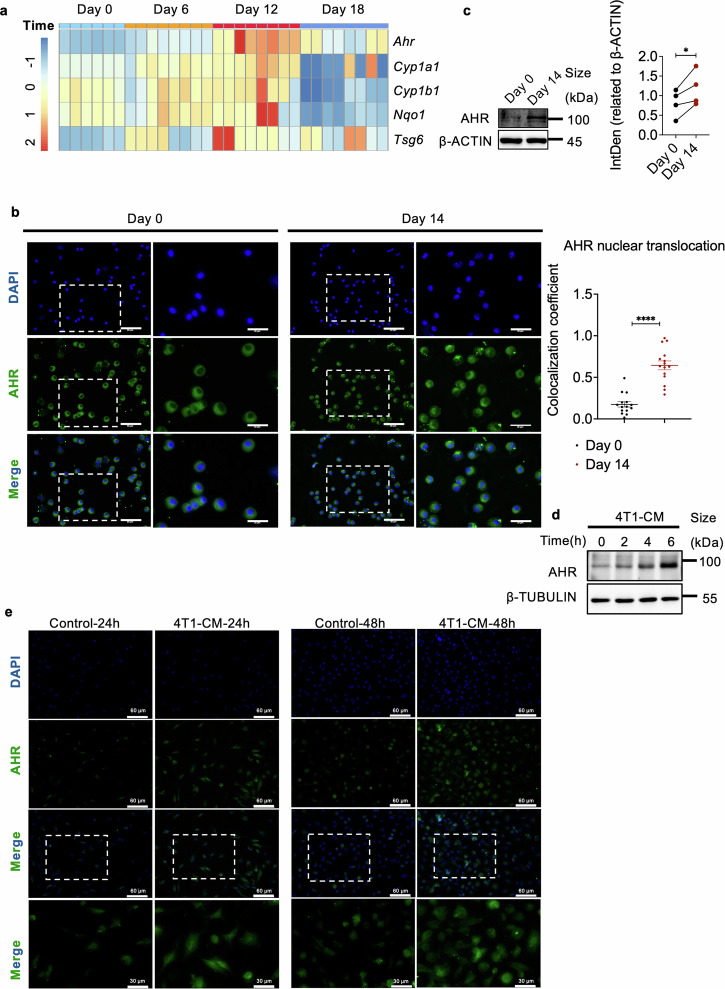
Changes in AHR activity in lung macrophages prior to breast cancer metastasis. **a** Heatmap showing AHR and its downstream gene expression in lung macrophages at indicated timepoints post primary 4T1 tumor establishment. **b** Representative immunofluorescent staining of AHR nuclear translocation in CD45^+^ CD11b^−^ CD11c^+^ SiglecF^+^ macrophages from the lungs of mice bearing 4T1 tumors for 14 days (n = 15 for each group, repeated twice). The scale bars, 60 µm. The scale bars in the enlarged images, 30 µm. The column bars show the coefficient of AHR nuclear translocation in macrophages. **c** Western blotting analysis and quantification of AHR levels in peritoneal macrophages treated with serum from mice bearing 4T1 tumors for 14 days (repeated four times). **d** Western blotting analysis of AHR levels in peritoneal macrophages treated with 4T1-conditioned medium (CM) for indicated times. **e** Representative immunofluorescent staining of AHR nuclear translocation in peritoneal macrophages with or without 4T1-CM treatment. Scale bars, 60 µm. Scale bars in the enlarged images, 30 µm. Data are analyzed by unpaired two-tailed t-test (**b**) or paired two-tailed t-test (**c**) and presented as mean ± SEM (**b**) or symbols & lines (**c**). *p < 0.05, ****p < 0.0001

Lung macrophages are highly heterogeneous, primarily composed of monocyte-derived macrophages (MDMs), alveolar macrophages (AMs), and interstitial macrophages (IMs). We analyzed their proportions among macrophages in the lung PMN of mice bearing 4T1 tumor and found that AMs were the dominant subpopulation (Supplementary Fig. S1b, c). We also isolated AMs from control mice or mice bearing metastatic 4T1 cells for 14 days and detected nuclear translocation of AHR by immunofluorescent staining (Fig. 1b and Supplementary Fig. S1d) and gene expression profile by RNA-seq (Supplementary Fig. S1e) to characterize the properties of AMs in the PMN. More significant nuclear localization of AHR and AHR associated activity was observed in the AMs of 4T1 tumor-bearing mice, compared to those from tumor-free mice. Interestingly, the expression of AHR and its downstream genes declined at day 18 post-4T1 tumor inoculation (Fig. 1a). These findings suggest that the expression and activation of AHR in lung macrophages may link to breast cancer metastasis.

To investigate the impact of signals from the primary tumor on AHR activity in lung macrophages, we initially treated in vitro cultured macrophages with serum from control mice and mice bearing 4T1 tumors. We observed increased expressions of *Ahr*, *Cyp1b1*, and *Nqo1* in macrophages treated with serum from mice bearing 4T1 tumors (Fig. 1c and Supplementary Fig. S2a, b). To distinguish if serum-derived signals responsible for AHR activation were directly released by 4T1 tumors, we subsequently treated macrophages with 4T1-conditioned medium (CM) and found substantial enhancement in the expression and nuclear translocation of AHR (Fig. 1d, e and Supplementary Fig. S2c–g). Additionally, in an in vitro co-culture of 4T1 cells and macrophages, an upregulation of *Ahr* mRNA level in macrophages was observed when 4T1 cells were seeded at low density (Supplementary Fig. S2h). Similarly, CM from Py8119 cells, another triple-negative breast cancer cell line, also enhanced AHR expression and activity (Supplementary Fig. S2i, j). Taken together, in response to the “signal(s)” from primary tumor cells, the changes of AHR in lung macrophages could be associated with PMN formation during breast cancer progression.

### AHR expressing macrophages promote breast cancer metastasis to the lung via regulating Treg cell differentiation

To explore the contribution of AHR activity in macrophages to breast cancer metastasis to the lung, we employed the Cre-Lox recombination system to specifically delete AHR in macrophages in vivo. *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice and control mice were inoculated with 4T1 cells into the mammary fat pad (Supplementary Fig. S3a). While the primary tumor growth within the mammary fat pad showed no difference (Fig. 2a), we observed that 4T1 cell metastasis to the lung was significantly suppressed in *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice, as indicated by both macroscopic and microscopic analysis of lung tissues (Fig. 2b–d). Consistently, these *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice exhibited a markedly improved survival rate (Fig. 2e). Similar to 4T1 cell metastasis, Py8119 cell metastasis to the lungs was also reduced in *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ *mice* (Supplementary Fig. S3b).

**Fig. 2:**
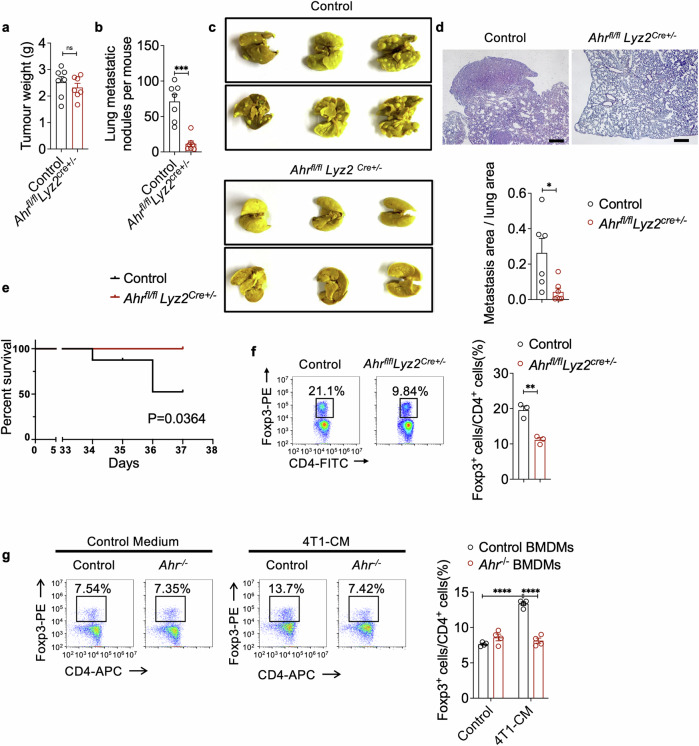
AHR in macrophages influences breast cancer metastasis and Treg cell differentiation. **a**–**c** Wild-type (Control) and *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice were inoculated with 4T1 cells in the mammary gland fat pad for 35 days. Tumor weight (n = 7 for each group) (**a**), the number of macroscopic metastases in the lungs (n = 7 for each group) (**b**), and picric acid-stained lungs (n = 3 for each group) (**c**) were assessed. **d** H&E staining of lung sections from *Ahr*^*flfl*^*Lyz2*^*Cre−/−*^ (Control) and *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ tumor-bearing mice(n ≥ 6). Scale bars, 400 µm. **e** Survival of 4T1 tumor-bearing wild-type (Control) and *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice (n = 8 for each group). **f** Flow cytometry analysis on Treg cells in the lungs of *Ahr*^*flfl*^*Lyz2*^*Cre−/−*^ (Control) and *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice bearing tumor for 14 days (n = 3 for each group, repeated three times). **g** Flow cytometry analysis on the impact of AHR in macrophages on Treg cell differentiation. BMDMs from wild-type (Control) or *Ahr*^*−/−*^ mice were pretreated with normal medium (Control medium) or 4T1-CM for 2 days. Naïve CD4^+^ T cells were co-cultured with pretreated BMDMs for 3 days under the Treg differentiation conditions (n = 4 for each group, repeated four times). Data are analyzed by unpaired two-tailed t-test (**a**, **b**, **f**, **g**) or Mann Whitney test (**d**), or Log-rank (Mantel-Cox) test (**e**) and presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns, no significance

To determine how AHR activity in macrophages regulates the immunosuppressive PMN formation to facilitate 4T1 tumor colonization and regrowth, we detected immune cell subsets within the lung before metastasis formation. While the levels of CD8^+^ T cells, CD4^+^ T cells, NK cells, B cells, neutrophils, and monocytes were comparable between control mice and *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice (Supplementary Fig. S3c, d and Supplementary Fig. S5c, d), the most prominent change in PMN of *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice was a substantial reduction in the levels of Foxp3^+^ Treg cells (Fig. 2f and Supplementary Fig. S3e). However, the proportions of Treg cells in the primary tumors were not affected by AHR deficiency in macrophages (Supplementary Fig. S3f). Treg cells, a subset of CD4^+^ T cells, suppress immune responses and undermine anti-tumor T cell immunity. An excess of Treg cells has been linked to promoting tumor growth^38,39^ and dissemination,^40,41^ often associated with unfavorable prognoses.^42,43^

To evaluate how AHR-deficient macrophages influence Treg cells, we collected naïve CD4^+^ T cells from the spleens of wild type (WT) mice and co-cultured them with WT BMDMs or *Ahr*^*−/−*^ BMDMs pretreated with either normal medium or 4T1-CM. We found that WT BMDMs treated with 4T1-CM were more effective in inducing Treg cell differentiation compared to those treated with normal medium (Fig. 2g). However, in the absence of AHR, the ability of 4T1-CM pretreated BMDMs to induce Treg differentiation was significantly impaired (Fig. 2g). Notably, when *Ahr*-deficient and control macrophages were pretreated with either LPS or IL-4, their Treg induction efficiencies in the co-culture system were comparable (Supplementary Fig. S3g, h). This specific regulation of *Ahr*-activated macrophages in Treg cell induction occurs in breast cancer conditions. In addition to *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice, we also performed 4T1 inoculations in AHR-deficient (*Ahr*^*−/−*^) mice and evaluated their lung metastasis. Similar to the breast cancer progression in *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice, *Ahr*^*−/−*^ mice showed a reduction in metastatic nodes, a decrease in Treg cell levels within the lungs, but no change in primary tumor growth (Supplementary Fig. S3i–l). These results suggest that AHR activation in macrophages could modulate the immunosuppression of the PMN and influence the spread of breast cancer to the lungs.

### PD-L1 mediates the promotion of Tregs by AHR activated macrophages

Macrophages exert immunosuppressive functions through expression of anti-inflammatory molecules, such as PD-L1.^44^ In 4T1-bearing *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice, we observed a significant decrease of PD-L1 expression on macrophages from the PMN, but not from the primary tumor sites (Fig. 3a and Supplementary Fig. S4a, b). A positive correlation between *Pdl1* and *Ahr* expression was also evident in F4/80-positive cells within the PMN during 4T1 tumor progression (Fig. 3b). Notably, in the PMN, PD-L1 was mainly expressed on AMs (Supplementary Fig. S5a, b). Meanwhile, upon treatment with serum of 4T1-bearing mice or 4T1-CM, PD-L1 expression in macrophages was upregulated (Fig. 3c–e and Supplementary Fig. S4c, d). This elevated PD-L1 expression was reduced in AHR-deficient macrophages and suppressed by CH223191, an AHR inhibitor (Supplementary Fig. S4c–e). To generalize these findings to other breast cancer types, we also analyzed *Pdl1* expression in macrophages from the PMN of mice inoculated with Py8119 and in macrophages treated with Py8119-CM. Similar to what was observed in 4T1 cell treatment, PD-L1 expression in Py8119-treated macrophages was also increased (Supplementary Fig. S4f, g). Since *Ahr* deficiency in myeloid cells may influence monocytes and neutrophils, we also analyzed PD-L1 expression on these cells in the PMN of *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice and control mice bearing breast cancer and found their PD-L1 expression was not affected (Supplementary Fig. S5c, d). Thus, the positive regulatory role of AHR on PD-L1 level during breast cancer progression specifically occurs in lung macrophages.

**Fig. 3:**
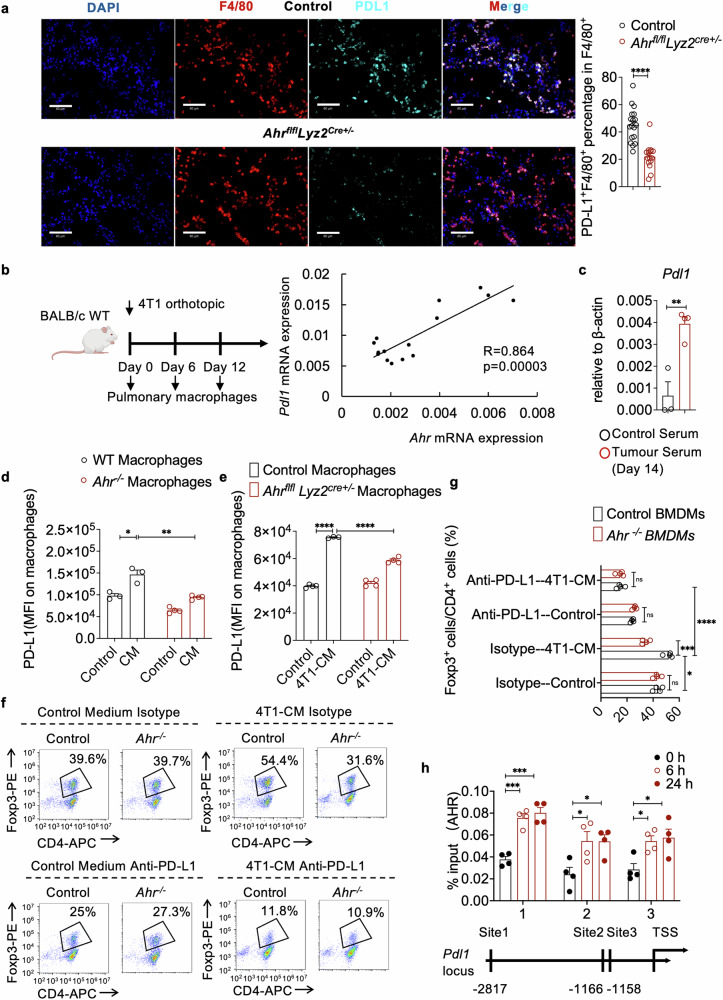
Promotion of Treg cells by AHR activated macrophages through PD-L1. **a** Representative immunofluorescent images showing F4/80 and PD-L1 staining in the lungs of *Ahr*^*flfl*^*Lyz2*^*Cre−/−*^ (Control) and *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice inoculated with 4T1 cells for 14 days (n ≥ 15 for each group). Scale bar, 60 μm. **b** Schematic of lung macrophage isolation from mice bearing 4T1 tumors at indicated timepoints (created with BioRender.com). Correlation analysis between *Pdl1* and *Ahr* mRNA expressions in F4/80^+^ cells from the PMN (n = 15 for each group). **c** *Pdl1* mRNA expression in peritoneal macrophages, with or without addition of serum from 4T1 tumor bearing mice (n ≥ 3 for each group, repeated twice). **d** PD-L1 expression on peritoneal macrophages of wild-type (WT) and *Ahr*^*−/−*^ mice, with or without 4T1-CM treatment for 12 h (n ≥ 3 for each group). **e** PD-L1 expression on peritoneal macrophages from *Ahr*^*flfl*^*Lyz2*^*Cre−/−*^ (Control) and *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice, with or without 4T1-CM (n ≥ 3 for each group, repeated twice). **f** Flow cytometry analysis of Treg cell differentiation when co-cultured with normal medium or 4T1-CM pretreated macrophages from WT mice and *Ahr*^−/−^ mice in the presence of isotype control or anti-PD-L1. BMDMs from WT mice (Control) or *Ahr*^*−/−*^ mice were pretreated with normal medium (Control) or 4T1-CM for 2 days. Naïve CD4^+^ T cells were co-cultured with pretreated BMDMs for 3 days under the Treg cell differentiation conditions, with the addition of PD-L1 neutralizing antibody or Isotype control. **g** Bar graph showing quantification of Treg cell differentiation (n = 4 for each group). **h** ChIP analysis of AHR recruitment to the *Pdl1* promoter in peritoneal macrophages stimulated with 4T1-CM (n = 4 for each group). Data are analyzed by unpaired two-tailed t-test (**a**, **c**, **d**, **e**, **g**, **h**) or Pearson correlation analysis (**b**) and presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns, no significance

PD-L1, kno*w*n for its role in promoting Treg cell differentiation,^16,17^ was investigated in relation to macrophages. When PD-L1 neutralizing antibodies were introduced to the co-culture system of naïve CD4^+^ T cells and BMDMs from control or *Ahr*^*−/−*^ mice, the promotion of Treg cells by 4T1-CM treated macrophages was effectively inhibited, indicating that PD-L1 expression in macrophages plays a key role in promoting Treg cell differentiation (Fig. 3f, g).

We next explored how AHR controls the expression of PD-L1 in macrophages. Previous studies have demonstrated that AHR is a transcription factor and forms a heterodimer with ARNT to induce transcription of various target genes.^26,27^ To ascertain whether *Pdl1* is among the genes targeted by AHR, we conducted a Chromatin Immunoprecipitation-quantitative Polymerase Chain Reaction (ChIP-qPCR) experiment in macrophages and successfully confirmed the binding of AHR to the promoter region of *Pdl1* following 4T1-CM treatment (Fig. 3h), suggesting that AHR activation in macrophages promotes Treg cell levels in a PD-L1-dependent manner.

### GM-CSF from breast cancer cells regulates AHR expression in macrophages

As soluble factors derived from 4T1 cells were found to significantly stimulate AHR activity in macrophages, we sought to identify the key factor responsible for these changes and their impact on PMN formation. Using centrifugal filters to fractionate 4T1-CM based on molecular weights, we determined that the soluble factor influencing AHR regulation has a molecular weight larger than 3 kDa (Supplementary Fig. S6a), ruling out the possibility of small molecules such as metabolites. Further investigation led to the discovery that granulocyte-macrophage colony-stimulating factor (GM-CSF) with a molecular weight of ~14 kDa was abundant in 4T1-CM.^45^ Its level in the serum and lungs of 4T1 tumor-bearing mice on day 14 was notably increased (Fig. 4a, b and Supplementary Fig. S6b).

**Fig. 4:**
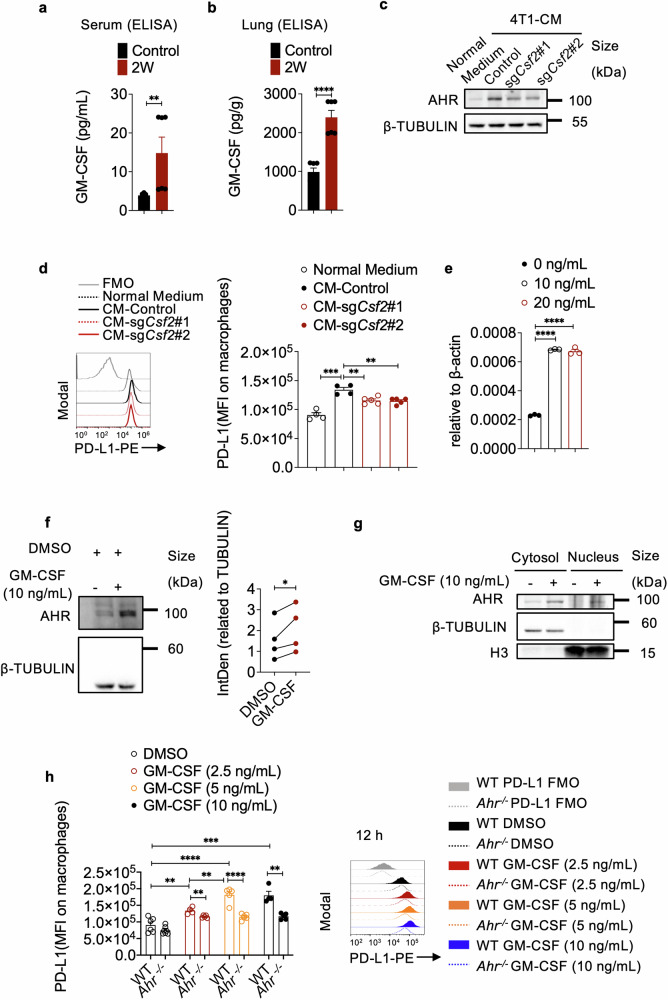
GM-CSF released from breast cancer cells promotes AHR expression in macrophages. Quantification of GM-CSF levels in both serum (**a**) and lung tissue (**b**) of mice inoculated with 4T1 cells in the mammary gland fat pad for 2 weeks using ELISA (n = 6 for each group). **c** AHR expression in peritoneal macrophages cultured in normal medium, or CM from control 4T1 cells, or sg*Csf2* transfected 4T1 cells for 12 h (repeated twice). **d** Histogram showing PD-L1 expression on peritoneal macrophages cultured in normal medium, CM from control 4T1 cells, or CM from sg*Csf2*-transfected 4T1 cells for 24 h (n ≥ 4 for each group, repeated three times). The bar graph shows MFI of PD-L1 on each group of macrophages. **e** mRNA expression of *Ahr* in peritoneal macrophages treated with GM-CSF at indicated concentrations for 24 h (n = 3 for each group, repeated twice). **f** Western blotting analysis and quantification of AHR expression in peritoneal macrophages treated with GM-CSF (10 ng/mL) for 24 h. **g** Western blotting analysis of AHR expression in the cytoplasm and nucleus of macrophages treated with or without GM-CSF. **h** Histogram showing PD-L1 expression on WT or *Ahr*^*−/−*^ peritoneal macrophages treated with or without GM-CSF (2.5, 5, or 10 ng/mL) for 12 h. The bar graph shows MFI of PD-L1 on each group of macrophages (n ≥ 4 for each group). Data are analyzed by unpaired two-tailed t-test (**b**, **d**, **e**, **h**) or Mann Whitney test (**a**) or paired two-tailed t-test (**f**) and presented as mean ± SEM (**a**, **b**, **d**, **e**, **h**) or symbols & lines (**f**). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

To directly examine the influence of GM-CSF from 4T1 cells on macrophages, we used lentiCRISPR v2 plasmids expressing cas9 protein and GM-CSF-targeting sgRNA to create GM-CSF deficient 4T1 cells (Supplementary Fig. S6c). The CM collected from these GM-CSF deficient 4T1 cells lost its ability to increase AHR and PD-L1 expressions in macrophages (Supplementary Fig. S6d, e). To minimize potential effects related to lentivirus genome insertion, we also utilized recombinant Cas9 protein and synthesized sgRNA to establish GM-CSF-deficient 4T1 cells (Supplementary Fig. S6f), further confirming that GM-CSF mediates the impact of 4T1 cells on the expressions of AHR and PD-L1 in macrophages (Fig. 4c, d). Additionally, treating macrophages with recombinant GM-CSF led to a significant increase in AHR expression and activity in macrophages (Fig. 4e–g). Importantly, the absence of AHR in macrophages eliminated the ability of GM-CSF to enhance PD-L1 expression (Fig. 4h and Supplementary Fig. S6g, h). These findings demonstrate a connection between the primary 4T1 tumor and macrophages in the PMN through a GM-CSF-AHR-PD-L1 axis.

### STAT5 activation induced by GM-CSF enhances AHR stability via inhibiting its ubiquitination

After GM-CSF binds to its receptor, the activation of STAT5 is a key signaling pathway that regulates various genes to impact cell properties.^46,47^ Significant activation of STAT5 was observed in macrophages treated with the serum of 4T1 tumor-bearing mice (Fig. 5a). Additionally, 4T1-CM could induce STAT5 activation in macrophages (Fig. 5b). STAT5 activation was also observed in macrophages treated with Py8119-CM (Supplementary Fig. S7g). Using CM derived from GM-CSF-deficient 4T1 cells to treat macrophages resulted in impaired STAT5 phosphorylation (Fig. 5c and Supplementary Fig. S7a), indicating the reliance of breast cancer cells on GM-CSF to promote STAT5 activation in macrophages. Furthermore, GM-CSF alone can significantly enhance AHR expression, accompanied by the upregulation of STAT5 phosphorylation (Fig. 5d). When specific inhibitors of STAT5 phosphorylation, such as STAT5-IN-1 and IQDMA, were added to 4T1-CM treated macrophages, a dramatic reduction in AHR expression and nuclear translocation can be observed (Fig. 5e and Supplementary Fig. S7b–d). Similarly, the addition of STAT5-IN-1 to in vitro cultured macrophages effectively attenuated GM-CSF-induced AHR and PD-L1 expressions (Fig. 5f, g). We also used STAT5-IN-1 to treat 4T1-bearing mice and found that AHR expression in lung macrophages within the PMN was decreased (Supplementary Fig. S7e). These findings suggest that breast cancer cells enhance AHR expression in macrophages through GM-CSF and its induction of STAT5 signaling.

**Fig. 5:**
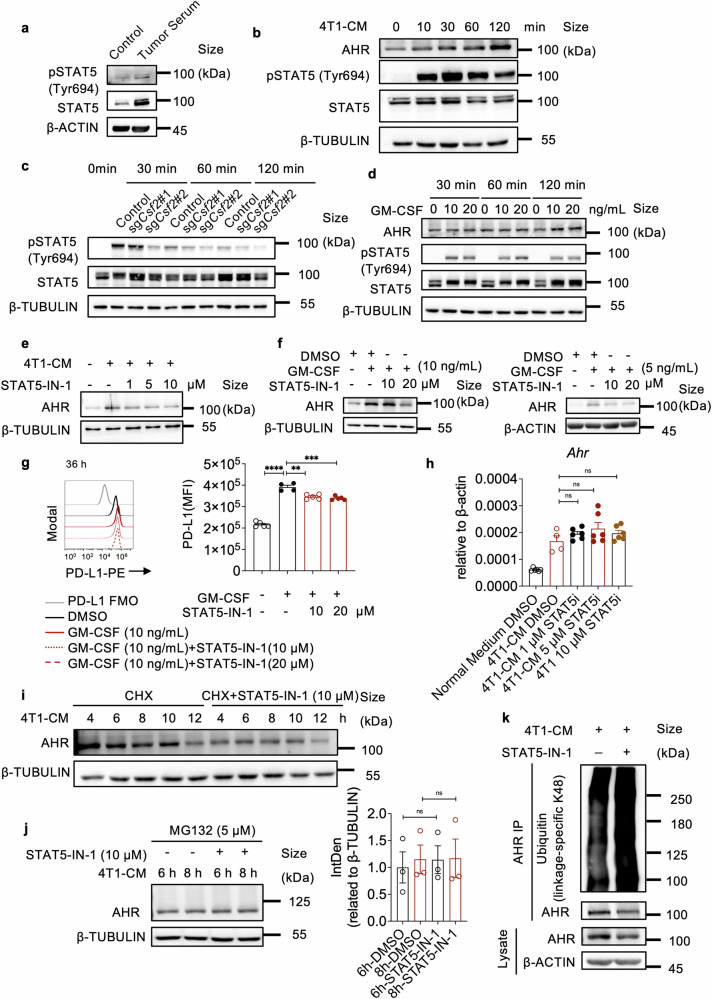
GM-CSF-initiated STAT5 signaling enhances AHR stability by inhibiting AHR ubiquitination. **a** Western blotting analysis of pSTAT5 and STAT5 expressions in peritoneal macrophages treated with serum from mice inoculated with or without 4T1 cells for 14 days (repeated twice). **b** Western blotting analysis of AHR, pSTAT5, and STAT5 levels in peritoneal macrophages treated with 4T1-CM at indicated time points (repeated three times). **c** Western blotting analysis of pSTAT5 and STAT5 expressions in peritoneal macrophages treated with CM from control 4T1 cells or *Csf2* knockout 4T1 cells at indicated time points. **d** Western blotting analysis of AHR, pSTAT5, and STAT5 expressions in peritoneal macrophages treated with GM-CSF (0, 10, 20 ng/mL) for 30 min, 60 min, and 120 min. **e** Western blotting analysis of AHR expression in STAT5-IN-1-treated peritoneal macrophages, with or without 4T1-CM treatment for 24 h (repeated twice). **f** Western blotting analysis of AHR expression in peritoneal macrophages treated with GM-CSF (10 ng/mL or 5 ng/mL), with or without the addition of STAT5-IN-1 (10 or 20 μM) (repeated twice). **g** Histogram of PD-L1 expression on peritoneal macrophages treated with DMSO or GM-CSF (10 ng/mL) for 36 h, with or without the addition of STAT5-IN-1 (10 or 20 μM) (n ≥ 4 for each group, repeated twice). The bar graph shows MFI of PD-L1 on each group of macrophages. **h** mRNA levels of *Ahr* in peritoneal macrophages treated with or without 4T1-CM, in the presence or absence of STAT5-IN-1 (1, 5, or 10 μM) for 24 h (n ≥ 4 for each group, repeated three times). **i** The protein levels of AHR in peritoneal macrophages treated with 4T1-CM and CHX (5 µg/ml), with or without the addition of STAT5-IN-1 (10 μM) (repeated three times). **j** The protein levels and quantification of AHR in peritoneal macrophages treated with 4T1-CM and MG132 (5 μM) for 6 or 8 h, with or without the addition of STAT5-IN-1 (10 μM). **k** Western blotting analysis of ubiquitin in macrophages treated with 4T1-CM and STAT5-IN-1. Peritoneal macrophages cultured in 4T1-CM were treated with DMSO or STAT5-IN-1 (10 μM) for 12 h. The cell lysates were immunoprecipitated with an anti-AHR antibody and immunoblotted with an anti-ubiquitin antibody (repeated three times). Data are analyzed by unpaired two-tailed t-test (**g**, **h**, **j**) and presented as mean ± SEM. **p < 0.01, ***p < 0.001, ****p < 0.0001, ns no significance

STAT5 is a well-known transcription factor, and phosphorylated STAT5 can translocate to the nucleus to activate the transcription of its downstream genes.^48,49^ In our study, we observed that the STAT5 inhibitor could reduce AHR protein levels in macrophages treated with 4T1-CM, without significantly affecting *Ahr* mRNA levels (Fig. 5h). These findings strongly indicate that STAT5 signaling does not influence the transcription of *Ahr*. To investigate whether phosphorylated STAT5 affects AHR through post-transcriptional mechanisms, we introduced cycloheximide (CHX), a protein-synthesis inhibitor, to macrophages treated with 4T1-CM in the presence and absence of the STAT5 inhibitor. The protein level of endogenous AHR was still notably decreased by STAT5-IN-1 (Fig. 5i), indicating that STAT5 phosphorylation controls AHR protein levels by impeding AHR protein degradation. Additionally, when Z-leu-leu-leu-al (MG132) was used to block proteasome-mediated protein degradation, the impact of STAT5-IN-1 on AHR protein levels was neutralized (Fig. 5j). Moreover, treatment with STAT5-IN-1 led to a reduction in AHR protein levels in 4T1-CM-treated macrophages, and this effect was partially restored by the addition of MG132 (Supplementary Fig. S7f). Importantly, STAT5-IN-1 intensified the ubiquitination of AHR (Fig. 5k). In summary, triggering STAT5 signaling bolsters AHR stability and expression by preventing its ubiquitination.

### The *AHR*-*PD-L1*-Tregs and the prognosis of breast cancer in patients

To investigate the clinical relevance of our findings, we assessed AHR⁺ F4/80⁺ macrophages in patients suffering breast cancer lung metastasis. Our results indicate that lung specimens from metastatic patients show a significant increase in the percentage of AHR⁺F4/80⁺ cells among AHR^+^ cells (Fig. 6a). Additionally, our analysis using the Kaplan-Meier Plotter online tool showed a correlation between *AHR* expression and the overall survival (OS) of breast cancer patients. Patients with low *AHR* expression exhibited better OS compared to those with higher *AHR* expression, suggesting a potential role of *AHR* in diagnosing breast cancer progression (Fig. 6b). This correlation was also evident in triple-negative breast cancer (TNBC), the most aggressive subtype of breast cancer characterized by the absence of Estrogen Receptor (ER), Progesterone Receptor (PR), and HER2 (Fig. 6c). Furthermore, we found a positive relationship between *AHR* and *PD-L1* (*CD274*) expressions in breast cancer patients, particularly in those with basal-like breast cancer (Fig. 6d), which is a subtype of TNBC.^50^ These findings support the connection between AHR and PD-L1 in the mouse lung PMN of breast cancer. Moreover, in-depth analysis of breast cancer, especially the basal-like breast cancer for the correlation between the levels of *PD-L1* (Fig. 6e) or *AHR* (Fig. 6f) and the infiltration of Treg cells revealed that high levels of *PD-L1* and *AHR* were associated with increased infiltration of Treg cells in patients. This positive link among *AHR*, *PD-L1*, and Treg cell infiltration correlates with poor prognosis for breast cancer.

**Fig. 6:**
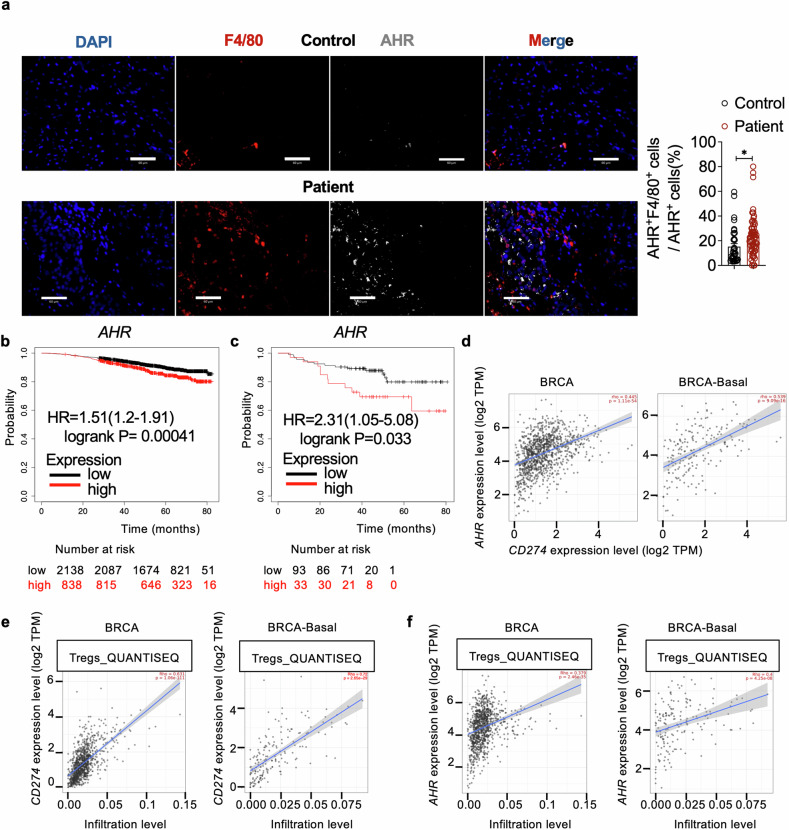
The prognosis value of the *AHR*-*PD-L1*-Tregs axis in breast cancer patients. **a** Representative immunofluorescent images showing F4/80 and AHR staining in the lungs of patients and control. Scale bars, 60 µm. The bar graph shows the percentage of AHR⁺ F4/80⁺ cells among AHR⁺ cells (n ≥ 35 for each group). **b** Overall survival of breast cancer patients with high and low *AHR* expression. **c** Overall survival of TNBC patients with high and low *AHR* expression. *AHR* expression and breast cancer patient survival analysis using the Kaplan-Meier Plotter online tool (http://kmplot.com/analysis/). **d** The correlation between *AHR* and *PD-L1* (*CD274*) expression in breast cancer and its subtype, basal-like breast cancer. **e** The correlation between Treg cell infiltration and *PD-L1* expression in breast cancer. **f** The correlation between Treg cell infiltration and *AHR* expression in breast cancer. The correlation analysis among *AHR*, *PD-L1*, and Treg cells was analyzed using the TIMER2.0 online tool (http://timer.cistrome.org/). Data are analyzed by unpaired two-tailed t-test (**a**) and presented as mean ± SEM. *p < 0.05

## Discussion

Numerous cellular components and factors have been identified as contributors to the formation of the pre-metastatic niche, a crucial environment that aids in the metastasis of breast cancer, particularly to the lungs. Understanding the PMN is essential because metastasis is the leading cause of cancer-related deaths, and the lung is a common site for breast cancer metastasis. Despite advances in cancer therapy, the mechanisms underlying PMN formation and its immunosuppressive nature remain largely elusive. In a mouse model of breast cancer, our research has uncovered a significant role for the AHR in lung macrophages, which is induced by GM-CSF secreted by 4T1 breast cancer cells. This pathway plays a crucial role in creating an immunosuppressive microenvironment that allows breast cancer cells to localize, survive, and grow in the lungs. Our findings highlight a novel mechanism by which tumor-derived factors manipulate the immune landscape of distant organs, facilitating metastasis.

Activation of AHR in macrophages was shown to facilitate the differentiation of Treg cells through its upregulation of PD-L1 expression, with its influence on PD-L1 dependent on the direct binding of AHR to the promoter of *Pdl1*. This suggests that AHR not only modulates macrophage function but also has downstream effects on T cell regulation, contributing to an immunosuppressive milieu. Additionally, GM-CSF released by 4T1 cells regulates AHR expression in macrophages via STAT5 signaling. Our data suggest that STAT5 stabilizes and enhances AHR levels by inhibiting its ubiquitination, thereby prolonging the presence of AHR in the macrophages. This post-translational regulation of AHR by STAT5 represents a previously unrecognized mechanism of immune modulation in the PMN.

The importance of AHR, PD-L1, and Tregs in this context also provides a valuable prognostic indicator for breast cancer, given that these factors are correlated with patient outcomes. We propose that AHR in lung macrophages serves as a crucial switch in determining the immunosuppressive characteristics of the PMN, particularly during the early stages of metastasis. Several key observations support this conclusion. First, we observed dynamic changes in AHR levels in lung macrophages before the appearance of visible metastatic nodules. During breast cancer progression, AHR expression in lung macrophages peaked at ~12 days after 4T1 cell inoculation, followed by a subsequent decrease. Second, we found that *Ahr*^*flfl*^*Lyz2*^*Cre+/−*^ mice exhibited resistance to breast cancer metastasis to the lungs, while the growth of the primary tumor remained unaffected. This result strongly supports the role of AHR in lung macrophages as a pivotal factor in the metastatic process. Third, in vitro co-culture experiments demonstrated that when 4T1 cells were present at low ratios relative to macrophages, AHR expression was significantly enhanced in macrophages. However, as the number of 4T1 cells increased, the level of AHR in macrophages decreased. Consistently, macrophages isolated from the lungs at the late stage of PMN presented lower levels of *Ahr* than those from early and mid-stages of PMN. These findings suggest a temporal regulation of AHR expression in macrophages, influenced by tumor cell interactions, which may be critical in the initiation of metastasis. We agree that its effects are likely pleiotropic and that our data did not unequivocally show the effects of high number of breast cancer cells on *Ahr* expression in macrophages which are not linked to GM-CSF or related to other potential regulation. Further investigation is required to elucidate the mechanisms by which 4T1 cells dynamically influence AHR expression in macrophages, particularly at different stages of tumor progression.

The present findings also indicate that GM-CSF produced by 4T1 cells plays a critical role in upregulating AHR expression in macrophages of distant organs. Its promotion of AHR expression occurs through a STAT5-mediated post-translational mechanism. Previous studies have demonstrated that tryptophan derivatives, such as kynurenine and kynurenic acid, can activate AHR in various cancer models. For instance, in a glioma mouse model, kynurenine produced by tumor cells was found to directly activate AHR in tumor-associated macrophages.^32^ This process was facilitated by the expression of tryptophan 2,3-dioxygenase (TDO-2) and indoleamine 2,3-dioxygenase-1 (IDO-1) enzymes, which are involved in kynurenine production. However, it is worth noting that the levels of kynurenine-catabolizing enzymes, including *Ido1* and *Tdo2*, in 4T1 cells were not higher than those observed in macrophages (Supplementary Fig. S6i), suggesting that kynurenine is not the major ligand responsible for AHR activation in this system. Alternatively, it is possible that the increased AHR levels in macrophages within the PMN make them more susceptible to activation, and the ligand responsible for AHR activation may not necessarily originate from 4T1 cells, as endogenous AHR ligands have diverse sources.^51,52^ Nonetheless, our research highlights the critical role of AHR in shaping the immunosuppressive microenvironment that facilitates breast cancer metastasis to the lungs.

STAT5 plays a crucial role in regulating the responsiveness of immunogenic stimulations in T cells and macrophages.^53–55^ Our study has uncovered a previously unrecognized post-translational modulation mechanism through which STAT5 influences AHR and its related immunoregulation. We observed that STAT5 signaling effectively inhibits the ubiquitination of AHR, thereby enhancing AHR stability and expression. Since STAT5 is known to mediate various cytokine activation signals, including IL-2,^56^ and recent research has shown that IL-2 can stabilize AHR protein in CD8^+^ T cells,^57^ it is possible that post-translational regulation by STAT5 is conserved in both adaptive and innate immune cells. Therefore, a comprehensive investigation into the molecular mechanisms underlying STAT5 signaling in the regulation of the proteasome will enhance our understanding of the changes in AHR in macrophages within the PMN of breast cancer.

Our investigation on the role of AHR in the PMN of breast cancer has yielded new insights into AHR-mediated regulation of tumor metastasis. It’s noteworthy that deletion of AHR in macrophages strongly correlates with the prevention of breast cancer metastasis to the lung, indicating a promising target for controlling cancer metastasis.^8^ Recently, clinical trial results of the AHR inhibitor, BAY 2416964, in the treatment of various solid tumors have not met anticipated success (ClinicalTrials.gov ID: NCT04069026). Therefore, identifying the appropriate stages or windows for the use of AHR inhibitors, such as post-surgery and high-risk pre-metastasis stages where GM-CSF levels might serve as a valuable marker, will be crucial and practical. Tailoring AHR-targeted therapies to specific stages of cancer progression could enhance their efficacy and reduce unintended effects on normal immune function. Collectively, this study suggests that the increased AHR levels in lung macrophages, induced by GM-CSF from primary breast cancer, are crucial for establishing an immunosuppressive environment for breast cancer cell colonization and regrowth. We propose that AHR in the PMN may be a potential therapeutic target to limit breast cancer lung metastasis. Future research focusing on AHR modulation in the PMN could pave the way for novel interventions to prevent or treat metastatic breast cancer.

## Materials and methods

### Mice and human subjects

All human tissues were collected with informed consent, following approval by the Ethics Committee of the First Affiliated Hospital of Soochow University (no. SUFAH-2019-141). There were 5 breast cancer patient samples and 3 control samples. Clinical details were recorded in Supplementary Table 4.

Mice were maintained in a specific pathogen-free (SPF) facility of the Shanghai Institute of Nutrition and Health of the Chinese Academy of Sciences and used in accordance with the ethical guidelines of the Institutional Animal Care and Use Committee.

Wild-type (WT) mice, with a BALB/c background, aged 8–10 weeks, were obtained from the Shanghai Laboratory Animal Center of the Chinese Academy of Sciences. C57BL/6 strain *Lyz2*^*Cre*^ mice and C57BL/6 strain *Ahr*^*fl/fl*^ mice were purchased from the Jackson Laboratory, USA. C57BL/6 strain *Ahr*^*–/–*^ mice were generated previously.^58^ C57BL/6 strain *Ahr*^*fl/fl*^*Lyz2*^*Cre*^ mice were generated through the crossing of C57BL/6 strain *Ahr*^*fl/fl*^ mice with C57BL/6 strain *Lyz2*^*Cre*^ mice. BALB/c strain *Ahr*^*−/−*^ mice were produced by backcrossing C57BL/6 strain *Ahr*^*−/−*^ mice with BALB/c wild-type mice for 8 generations. BALB/c strain *Ahr*^*fl/fl*^*Lyz2*^*Cre*^ mice were generated by further crossing C57BL/6 strain *Ahr*^*fl/fl*^*Lyz2*^*Cre*^ mice with BALB/c wild-type mice for 8 generations.

### Cell isolation and culture

The 4T1 cell line (cat. no. CRL-2539) was purchased from ATCC. Peritoneal macrophages were harvested from BALB/c mice *i.p*. injected with 2 mL of 5% (wt/vol) thioglycollate broth media (BD, B11716) for 5 days. Bone marrow-derived macrophages were generated from femur and tibia bone marrows of BALB/c mice. Bone marrow cells were cultured in medium containing 20 ng/mL M-CSF (GenScript, Z02930-50) for 6 days. Mouse CD4^+^ T cells were isolated from splenocytes using immunomagnetic separation beads (Miltenyi Biotec, 130-104-454). F4/80^+^ cells were isolated from lung tissue suspension using immunomagnetic separation beads (Invitrogen, 8802-6863-74). All cells were grown in RPMI 1640 (C11875500CP) complete medium, containing 10% FBS (EallBio, 03.A16001DC), 2 mM glutamine (Gibco, 35050061), and 100 U/mL penicillin-streptomycin (Gibco, 15140122). The Py8119 cell line was kindly provided by Dr. Guohong Hu of Shanghai Institute of Nutrition and Health of Chinese Academy of Sciences. Py8119 cells were cultured in DMEM medium (Gibco,11995073), containing 10% FBS (EallBio, 03.A16001DC), 100 U/mL penicillin-streptomycin (Gibco, 15140122), and 2 mM glutamine (Gibco, 35050061).

### Mouse 4T1 tumor models

For the pulmonary metastatic model, 5 × 10^5^ to 8 × 10^5^ 4T1 cells suspended in 100 µL PBS were injected into the right mammary fat pad of BALB/c mice. Experiments were typically ended after 5 weeks unless otherwise stated. The serum and lungs were collected and processed following the ex vivo methods described. To inhibit STAT5 in vivo, STAT5 inhibitor (MCE, HY-452 101853-5 mg) or DMSO (Sigma, D2650) was diluted in 100 μl PBS and injected *i.p*. administered at a dose of 200 μg/mouse on day −3, −1, 1, 3, 5, 7, 9, 11, and 13 before and after mice inoculating with 4T1 cells into the fat pad. STAT5 inhibitors were prepared in a DMSO stock solution and further mixed with PBS prior to in vivo administration.

For the Py8119 tumor model, 5 × 10^4^ to 1 × 10^5^ Py8119 cells were mixed with Matrigel (Corning biocoat, 356237) and injected into the mammary fat pads of 8-week-old male mice. Surgical resection of the tumor was performed 4 weeks later, experiments were typically ended after another 3 weeks.

### RNA isolation and RT-qPCR

Total RNA was extracted using the Trizol reagent (Invitrogen, 15596018) and RNAprep pure cell/bacteria kit (TIANGEN, DP430), following the manufacturers’ instructions. cDNA was synthesized using the RT Master Mix kit (Takara, RR036A). Relative mRNA expression was determined by real-time qPCR. The FastStart Universal SYBR Green Master kit (Roche, 4913914001), cDNA, and primers were performed. Primer sequences are as follows: mouse *Actb* : forward 5′- TTCCAGCCTTCCTTCTTGGG-3′ reverse 5′- TGTTGGCATAGAGGTCTTTACGG-3′; mouse *Ahr* : forward 5′- CCGAAGCACACGCAAATCAA-3′ reverse 5′- CCCTTCCAGGGAAGTCCAAC-3′; mouse *Nqo1*: forward 5′-AGGATGGGAGGTACTCGAATC′ reverse 5′- AGGCGTCCTTCCTTATATGCTA-3′; mouse *Cyp1a1*: forward 5′- ACAGACAGCCTCATTGAGCA-3′ reverse 5′- GGCTCCACGAGATAGCAGTT-3′; mouse *Cyp1b1*: forward 5′- CACCAGCCTTAGTGCAGACAG-3′ reverse 5′- GAGGACCACGGTTTCCGTTG-3′; mouse *Tsg6*: forward 5′- GGGATTCAAGAACGGGATCTTT-3′ reverse 5′- TCAAATTCACATACGGCCTTGG-3′; mouse *Pdl1*: forward 5′- GCTCCAAAGGACTTGTACGTG-3′ reverse 5′- TGATCTGAAGGGCAGCATTTC-3′.

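Matched to the GENCODE M21 transcripts of GRCm38, which represent the C57BL/6 strain, each of the 14 primers had an exact site in the coding sequence of its gene. The Actb product is 106 bases long and lies on chromosome 5 between 142904162 and 142904362, across the junction of exons 4 and 5. The Ahr product is 244 bases long and lies within exon 10 on chromosome 12, from 35503946 to 35504189. The Nqo1 product of 144 bases joins exons 2 and 3 on chromosome 8, between 107392702 and 107392921. The Cyp1a1 product of 145 bases joins exons 3 and 4 on chromosome 9, between 57701693 and 57701924. The Cyp1b1 product of 144 bases lies within exon 2 on chromosome 17, from 79714163 to 79714306. Tsg6 is listed by the annotation as Tnfaip6, and its product of 129 bases joins exons 1 and 2 on chromosome 2, between 52038229 and 52043816. Pdl1 is listed as Cd274, and its product of 238 bases lies within exon 3 on chromosome 19, from 29373572 to 29373809. Both primers of Ahr, Cyp1b1 and Cd274 thus lie in the same exon. The forward primer of Actb also matched transcripts of Gm15725, Gm2754, Gm4918 and Lrrc58 exactly. The forward primer of Cd274 also matched AC119228.1, a gene annotated on the opposite strand over the same part of chromosome 19.

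The depth of the same genes in the 4 sequenced libraries of peritoneal macrophages differed widely. Actb had between 61072 and 79135 reads per library. Cd274 had 1247 reads in normal medium with DMSO, 1539 in normal medium with CH223191, 6284 in 4T1-CM with DMSO and 6091 in 4T1-CM with CH223191. Ahr had 30, 21, 150 and 167 reads in the same order, Cyp1b1 had 65, 19, 361 and 171, and Nqo1 had 28, 18, 70 and 33. Tnfaip6 had at most 11 reads in any library. Cyp1a1 had 0 reads in each library and was not detectable at this depth.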

### Western blot and immunoprecipitation

Cells were rinsed with PBS and then lysed in RIPA buffer (Beyotime, P0013B) containing PI (Roche, 04693116001) and PMSF on ice for 30 min. The protein concentration of each sample was determined using a BCA Protein Assay kit (Thermo Scientific, 23225). Protein samples (20–30 μg) were loaded onto SDS–PAGE gels and transferred onto a nitrocellulose membrane. After blocking with 5% fat-free milk or 5% BSA in Tris-buffered saline with 0.1% (w/v) Tween 20 at room temperature for 1 h, nitrocellulose membranes were incubated with the indicated primary and secondary antibodies, following the manufacturer’s protocols.

For the Immunoprecipitation assay, samples were rotated with the antibody against AHR (Enzo, BML-SA210-0100) at 4 °C overnight. Protein G agarose beads (Roche, 11243233001) were then added, and incubation continued for 4 h. The beads (30 µl) were spun down and washed three times with cold PBS. Samples were reconstituted in 1× loading buffer and heated to 100 °C for 10 min.

For the ubiquitination assay, prior to RIPA collection, cells were incubated with 5 μM MG132 (Sigma, C2211-5MG) for 4 h. Samples were then incubated with an anti-Ubiquitin antibody (Abcam, ab140601) at 4 °C overnight, followed by washes and processed for western blot analysis.

For nuclear-cytoplasmic separation assay, cells were collected and washed 3 times with pre-cooled 1 × PBS to estimate the volume of cell precipitation. Five times the volume of pressure-reducing buffer was added and placed on ice for 10 min. The cells were subjected to centrifugation at 3000 × *g* for 5 min at 4 °C, the supernatant was collected and again subjected to centrifugation at 6000 × *g* for 10 min at 4 °C, The resulting supernatant was considered as the cytoplasmic portion. The precipitate portion of the first centrifugation was washed twice with hypotonic buffer. The precipitate was considered as the nucleus portion.

### Hematoxylin and eosin staining

Lungs from 4T1 tumor-bearing mice were collected and fixed in 4% paraformaldehyde overnight. After fixation, the lungs were thoroughly washed with water for several hours. Subsequently, the lungs underwent a dehydration process involving sequential treatments with increasing concentrations of ethanol: 70% ethanol (overnight), 80% ethanol (2 h), 85% ethanol (2 h), 90% ethanol (45 min), 95% ethanol (20 min), and 100% ethanol (10 min, twice). Following ethanol treatment, the samples were immersed in xylene for 4 min, repeated twice. Finally, the specimens were embedded in paraffin, sectioned into 5 µm-thick slices, and stained using standard Hematoxylin & Eosin (H&E).

### Macrophages in vitro treatment

Peritoneal macrophages or bone marrow-derived macrophages were seeded in 6-well plates at a density of 1.2–2 × 10^6^ cells/well or in 96-well ultra-low attachment-bottom plates at a density of 2–4 × 10^5^ cells/well. Macrophages were allowed to adhere to the wells and rest for 6 h. Subsequently, the macrophages were pre-treated with either DMSO, CH223191 (MCE, HY-12684), STAT5-IN-1 (MCE, HY-101853-5mg), or IQDMA (Abcam, ab141192) for 2 h. After pre-treatment, the macrophages were cultured in RPMI 1640 complete medium supplemented with the respective compounds (DMSO, CH223191, STAT5-IN-1, or IQDMA) and tumor-conditioned medium with the same compounds for continued culture. 

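RNA sequencing was performed on 4 cultures of mouse peritoneal macrophages, which were kept in normal medium or in medium with 30% 4T1-CM, the medium conditioned by the mouse mammary carcinoma line 4T1. In each medium, 1 culture received DMSO, the vehicle, and 1 received 10 µM CH223191, an antagonist of AHR. The percentage and the dose are those of the sample labels, and the duration of the treatment is not given there. Each of the 4 conditions has 1 library, so the spread between cultures is unknown and no difference between conditions has a replicate check. The authors deposited the number of reads counted on each gene, without normalization, for 54532 genes. The counts summed to 15535405 in normal medium with DMSO, 16129075 in normal medium with CH223191, 17557127 in 4T1-CM with DMSO and 16388246 in 4T1-CM with CH223191. Alignment and counting are described for the alveolar macrophages alone, and it is not stated whether these libraries were processed in the same way. The gene coordinates of the deposited table were identical to those of the GENCODE M21 annotation of GRCm38 for 53585 of 54495 shared genes.

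From the counts, 13715 genes with at least 10 reads in at least 1 library were kept, and the libraries were scaled with the TMM method of edgeR, whose factors lay between 0.986 and 1.026. A prior count of 0.5 was added before log2 ratios of pairs of libraries were taken. A count of 3 reads, the limit that a count of 0 allows, corresponded to 0.171 to 0.189 CPM. CPM are reads scaled to the library's total multiplied by its TMM factor. Between 4T1-CM and normal medium, 1673 genes were at least 2-fold higher and 839 at least 2-fold lower with DMSO, and 1648 were higher and 1078 lower with CH223191. These 2 comparisons share no library. In both of them, 1122 genes were at least 2-fold higher and 464 at least 2-fold lower, and 90 changed at least 2-fold in opposite directions. The filter on low counts moved these numbers most. With at least 10 reads required in every library, 586 genes were higher and 305 lower in both comparisons. Between CH223191 and DMSO, 664 genes were at least 2-fold higher and 454 lower in normal medium, and 384 were higher and 359 lower in 4T1-CM. Only 93 genes were higher and 66 lower in both media, beside 127 that changed in opposite directions.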

For MG132 (Sigma, C2211-5MG) or CHX (Sigma-Aldrich, C7698-1G) treatment, the respective compound was added for 4 h before cells were collected for analysis.

### Flow cytometry and cell sorting

Single-cell suspensions were prepared. All antibodies were diluted at a 1:100 ratio. Samples were incubated at 4 °C, protected from light, for 30 min with the indicated fluorescent antibodies for surface molecular staining. After staining, samples were washed with PBS to remove excess antibodies. Prior to staining macrophages, incubate the cells with anti-mouse CD16/CD32 antibody (eBioscience, 14-0161-86) for 15 min at room temperature to prevent Fc receptor binding in the subsequent staining steps. For staining of the intranuclear protein Foxp3, cells were fixed and permeabilized overnight at 4 °C using the Intracellular Fixation & Permeabilization Buffer Set (Invitrogen, 88-8824-00), following staining of the proteins on the cell membrane surfaces. Subsequently, staining with the Foxp3 antibody was performed at 4 °C for 30 min. Comprehensive information on the antibodies can be found in Supplementary Table 1. For cell sorting, a Moflo Astrios EQ cell sorter (Beckman Coulter) and Beckman CytoFLEX SRT were employed. Flow cytometry data were acquired on a CytoFLEX LX (Beckman Coulter) and analyzed using FlowJo software.

### Mouse serum preparation

Mice were anesthetized, and cardiac blood samples were collected using syringes. These samples were transferred into 1.5 mL Ep tubes and left at room temperature for more than 2 h. They were then centrifuged at 4000 rpm for 10 min at room temperature, and the top liquid layers were carefully extracted. This process was repeated once more, and the final top liquid layers were collected and stored at −80 °C.

### Preparation of mouse lung homogenate

Lung tissue (~0.1 g) was taken directly (without washing with PBS), combined with magnetic beads, and flash-frozen in liquid nitrogen. For each sample, 500 µl of pre-cooled PBS containing PMSF was added, and the tissue was ground for 1 min. Subsequently, the samples were centrifuged at 12,000 rpm at 4 °C for 15 min, and the supernatant was carefully removed.

### Preparation of 4T1-CM

4T1 cells were plated on 10 cm^2^ dishes and cultured in 10 ml RPMI 1640 complete medium. The supernatants were collected when cell confluency reached 90–95%. Supernatants were then centrifuged at 2000 rpm for 5 min and sterilized using 0.22 μm filters. To stimulate macrophages, 4T1-CM was mixed with RPMI 1640 complete medium at a 3:7 ratio.

### Treg cell differentiation in vitro

For in vitro Treg cell differentiation, splenic CD4^+^ T cells were maintained for 3 days in RPMI 1640 supplemented medium, in the presence of anti-CD3 (5 µg/mL) and anti-CD28 (2 µg/mL) antibodies, IL-2 (50 ng/mL), and TGF-β (5 ng/mL). To test the influence of macrophages on Treg cell differentiation, macrophages were plated in 96-well flat-bottom plates at different densities (0.3125 × 10^5^, 0.625 × 10^5^, or 1.25 × 10^5^ cells/well) and maintained in complete RPMI 1640 medium supplemented with LPS, IL-4, or 4T1-CM (30% v/v). Forty-eight hours later, macrophages were washed with PBS twice and co-cultured with CD4^+^ T cells (5 × 10^5^ or 1 × 10^6^/well) under Treg cell differentiation medium for 3 days, with anti-PD-L1 antibody or Isotype (Bio X cell, BE0101) added.

### Immunofluorescence staining

Cells on slides were treated with 4% paraformaldehyde for 10 min at room temperature. Fixed cells were then incubated with PBS containing 0.1% Triton^TM^ X-100 for 10 min to increase cell permeability. Subsequently, cells were blocked with PBS containing 2% BSA for 10 min. The AHR monoclonal antibody (Invitrogen, MA1-514) was diluted in PBS containing 0.1% BSA at a 1:200 ratio. The AHR antibody was added to the cells and incubated overnight at 4 °C. The AHR antibody was then aspirated, and the cells were washed 3 times with PBS for 5 min each time. Samples were then incubated with a fluorescent secondary antibody diluted at a 1:2000 ratio in PBS containing 0.1% BSA at room temperature for 45 min. After washing with PBS 3 times, slides were sealed using Antifade mountant with DAPI (Invitrogen, P36931).

For immunofluorescence staining of mouse lung tissue, samples were fixed in 4% paraformaldehyde overnight, sequentially dehydrated with different concentration of sucrose, and embedded in OCT (Sakura Tissue-Tek). Nonspecific binding of antibodies was blocked with 5% BSA for 30 min. The F4/80 monoclonal antibody (CST, 70076T) and PD-L1 monoclonal antibody (Invitrogen, 16-5983-82) were diluted in PBS containing 1% BSA at a 1:200 ratio. Sections were incubated with diluted antibodies overnight at 4 °C. The antibodies were then aspirated, and the sections were washed 3 times with PBS. Sections were then incubated with a fluorescent secondary antibody diluted at a 1:2000 ratio in PBS containing 1% BSA at room temperature for 45 min. After washing with PBS 3 times, slides were sealed using Antifade mountant with DAPI (Invitrogen, P36931).

For immunofluorescence staining of human lung tissue, paraffin sections were subjected to antigen retrieval in a citrate acid buffer at 95 °C for 20 min. Sections were incubated with 3% hydrogen peroxide for 10 min, and washed 3 times with PBS, then blocked with 5% BSA for 30 min. F4/80 monoclonal antibody (CST, 70076T) and AHR antibodies (NOVUS, NB100-128SS) were diluted in PBS containing 1% BSA at a 1:400 ratio. Sections were incubated with diluted antibodies at room temperature for 1 h and then washed 3 times with PBS. The HRP-labeled antibody was incubated at room temperature for 30 min. After washing with PBS three times, the slides were sealed using Antifade mountant with DAPI (Invitrogen, P36931).

### Immunohistochemistry

For immunostaining, paraffin sections were subjected to antigen retrieval in a citrate acid buffer at 95 °C for 20 min. Sections were incubated with 3% hydrogen peroxide for 10 min, then washed 3 times with PBS and blocked with 5% BSA for 30 min. The sections were incubated with antibodies against Foxp3 (Thermo Fisher, 14-5773-82; 1:200) to detect Treg cells. Following this, sections were treated with suitable secondary antibodies. Mayer’s hematoxylin was used to counterstain the slides.

### Bulk RNA-seq

Alveolar macrophages (AM) were purified, and total RNA was extracted using the Trizol reagent (Invitrogen). Sequencing libraries were generated using the NEBNext Ultra RNA library prep kit from Illumina (NEB), following the manufacturer’s instructions, and index codes were added to each sample to attribute sequences. Samples were then sequenced on an Illumina HiSeq platform. Hisat2 v2.0.5 was used to build the index of the reference genome and to align paired-end clean reads with the reference genome. FeatureCounts v1.5.0-p3 was used to count the number of reads mapped to each gene. The fragments per kilobase of transcript per million mapped reads (FPKM) of each gene were calculated based on the length of the gene and reads count mapped to this gene. Metadata are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277589.

### ChIP-qPCR

A total of 1 × 10^7^ cells were prepared for each sample. Samples were then subjected to the subsequent steps according to the instructions provided in the ChIP-IT® PBMC kit (Active Motif, 53040). After obtaining ChIP-DNA, real-time fluorescence quantitative PCR was performed to assess AHR binding. The AHR binding region to the *Pdl1* promoter was predicted using the JASPAR database. The sequences of primers utilized for ChIP-qPCR can be found in Supplementary Table 2.

### CRISPR-KO cell line construction

For the stable transfection of 4T1 cells, the cells were electroporated with the lentiCRISPR v2 (Addgene, 52961) plasmids. In brief, 1 × 10^6^ 4T1 cells were suspended in 100 µl of electroporation buffer with 2 µg of the lentiCRISPR v2 plasmids. Subsequently, the 4T1 cells were electroporated and cultured in RPMI 1640 complete medium containing 3 μg/ml puromycin (MCE, HY-B1743A-10mg) for selection. After culturing with puromycin for 4 days, the knockout efficiency was confirmed by flow cytometry analysis. To establish stable 4T1 cells carrying GM-CSF deletion, 3 μg of Cas9-EGFP proteins (GenScript, Z03393-100) and 25 pmol of synthesized small guide RNAs (sgRNAs) were directly electroporated into 4T1 cells. After incubation for 48 h, a single EGFP-positive cell was selected using flow cytometry. 

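The mouse gene Csf2, which encodes GM-CSF, lies on the minus strand of chromosome 11 and has 4 exons and 423 coding bases without the stop codon in the GENCODE M21 annotation of GRCm38. Cas9 cuts DNA where a guide RNA pairs with a 20-base site followed by an NGG motif, the PAM. Guide #1, GCTGTCTATGAAATCCGCAT, matched the plus strand exactly at 54247645 to 54247664, in the coding part of exon 4, and is followed there by AGG. Its cut, between 54247661 and 54247662, lies after 352 coding bases, or 83.2% of the coding sequence. Guide #2, GGCTGTAGACCACAATGCCC, matched the plus strand at 54249565 to 54249584 in exon 1 and is also followed by AGG. Its cut, between 54249581 and 54249582, lies after 29 coding bases, or 6.9% of the coding sequence. Guide #6, GGATGACATGCCTGTCACGT, matched the minus strand at 54249463 to 54249482, at the end of exon 1. The first 2 bases of its PAM lie in the exon, and the last base lies in the intron, which was not read here. Its cut, between 54249465 and 54249466, lies after 145 coding bases, or 34.3% of the coding sequence. The site of guide #1 is also part of Gm12223, an antisense gene on chromosome 11 from 54247600 to 54254495. The transcripts represent the C57BL/6 strain, and sites outside transcripts were not searched.

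**Figure D1:**
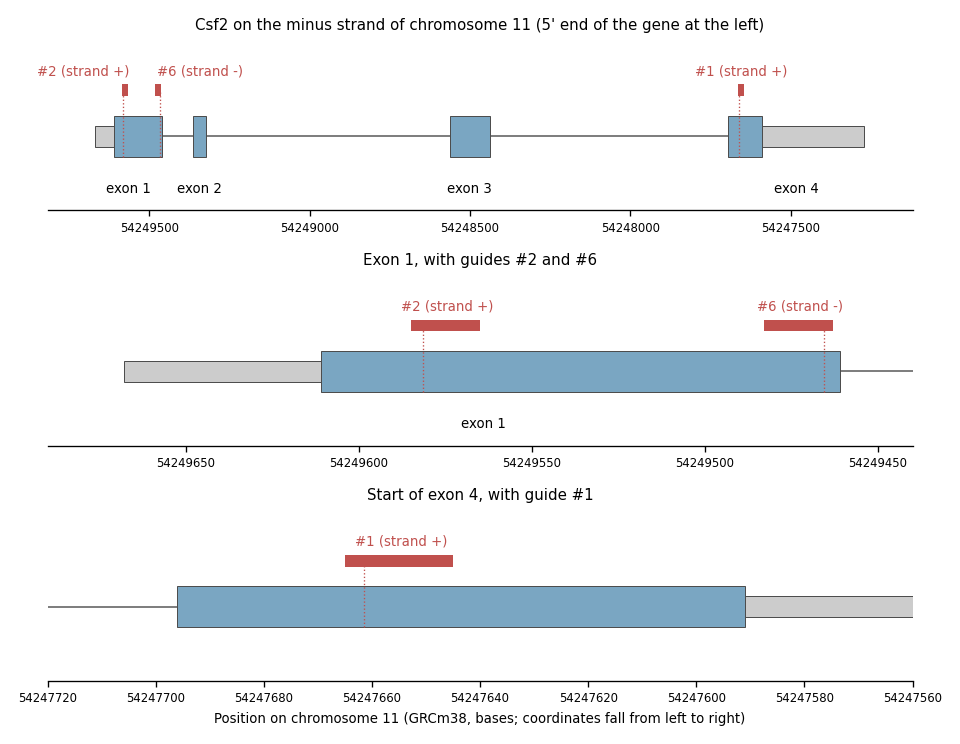
Csf2 on chromosome 11 of GRCm38, drawn to scale along the position in bases, with coding sequence in blue, untranslated sequence in grey, the guides in red and the cut positions as dotted lines. Guides #2 and #6 lie in exon 1, and guide #1 lies in the coding part of exon 4.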

All gRNA sequences used for CRISPR-KO experiments are listed in Supplementary Table 3. lentiCRISPR v2 (Addgene, 52961) plasmid was generously provided by Dr. Yuexiang Wang from the Shanghai Institute of Nutrition and Health, University of Chinese Academy of Sciences.

### ELISA assay

The concentration of mouse GM-CSF in the homogenate supernatant from the lungs or serum of 4T1 tumor-bearing mice was determined using the ELISA kit (eBioscience, BMS612) following the manufacturer’s protocol.

### Overall survival of breast cancer patients with *AHR* expression

Overall survival data of breast cancer patients with *AHR* expression were obtained from 2976 patients curated by Kaplan-Meier Plotter based on RNA-seq. For breast cancer patients, inclusion criteria did not impose limitations regarding lymph node involvement, ER expression, PR expression, HER2 expression, KI67 index, Nottingham histologic grading, or classification by PAM50 subtype. Overall survival data for triple-negative breast cancer (TNBC) patients were obtained from 126 TNBC patients. ER-negative, PR-negative, and HER2-negative statuses were used to restrict the analysis to TNBC patients. Patients were split using the auto-selected best cutoff.

### Gene expression and infiltrating immune cell correlation analysis

Gene expression and infiltrating immune cell correlation analysis were performed using the TIMER2.0 online tool.^59^ The correlation of *AHR* expression with *CD274* and the correlation of *AHR* expression or *CD274* with Treg infiltration in breast cancer (n = 1100) and basal-like breast cancer (n = 191) were analyzed. The correlation of *AHR* expression or *CD274* with Treg infiltration was assessed using the quanTIseq method.

### Statistical analysis

Data were presented as mean ± SEM or symbols & lines, as specified in respective figure legends, and were analyzed using Prism 9. Statistical significance was assessed using various tests, including paired two-tailed t-test, unpaired two-tailed t-test, log-rank (Mantel-Cox) test, Pearson correlation analysis, ordinary one-way ANOVA or Mann Whitney test, as appropriate. Significant differences between or among groups are indicated as follows: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, no significance.

## Supplementary information

Supplementary Materials

## Data Availability

The accession number for mRNA-Seq datasets reported in this paper is GEO: GSE277589. The authors verify that all other data supporting the findings of this study are provided in the article and its Supplemental Information files.

# Supplementary material for: Macrophages promote pre-metastatic niche formation of breast cancer through aryl hydrocarbon receptor activity
**Source:** Signal Transduct Target Ther. 2024 Dec 18;9:352. doi: 10.1038/s41392-024-02042-5
**Supplement:** Supplementary file 1 — Supplementary Materials

Supplementary Materials for

Macrophages promote pre-metastatic niche formation of breast cancer through aryl hydrocarbon receptor activity

Xu Jiang1,5, Jiaqi Wang1,5, Liangyu Lin1, Liming Du1, Yayun Ding3, Fanjun Zheng1, Hongzhen Xie1, Yu Wang1, Mingyuan Hu1, Benming Liu1, Muhan Xu1, Jingjie Zhai1, Xuefeng Wang1, Jiayin Ye1, Wei Cao1, Chao Feng2, Jingyi Feng1, Zongliu Hou4, Mingyao Meng4, Ju Qiu1, Qing Li1,*, Yufang Shi1, 2,*, Ying Wang1,*

**This PDF file includes:**

Supplementary Figures 1 to 7

Supplementary Tables 1 to 4

**Other Supplementary Materials for this manuscript include the following:**

Uncropped western blots

**Supplementary Figures**

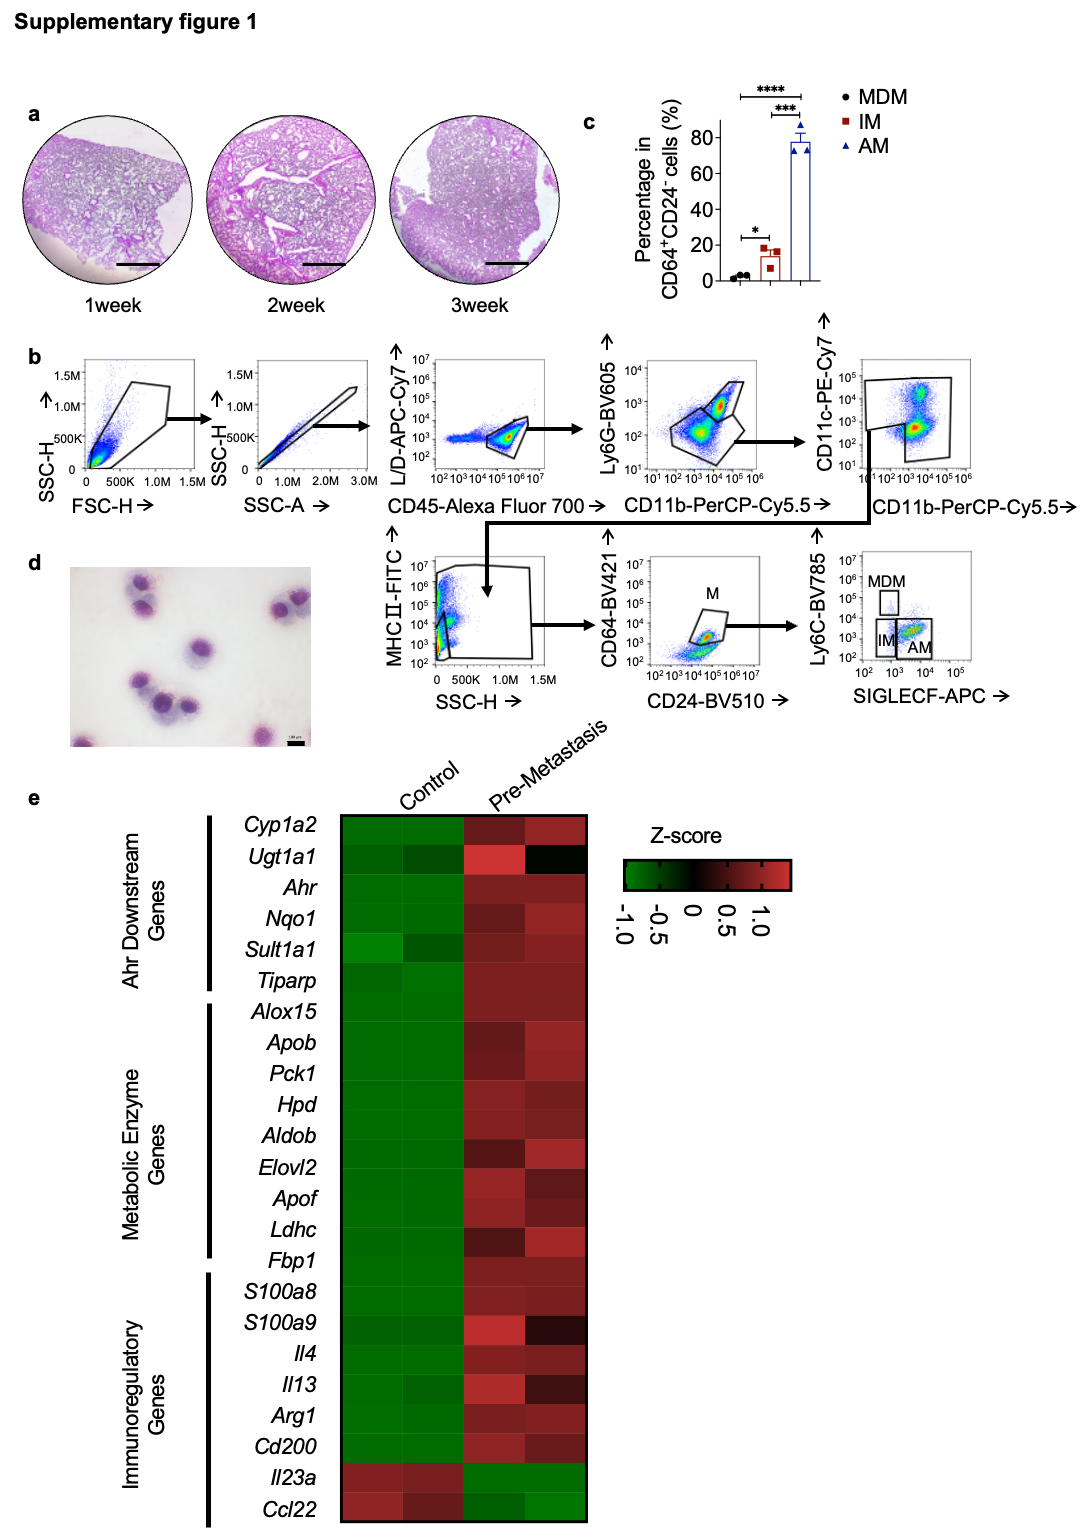

**Supplementary figure 1.** **AMs are the dominant macrophage subpopulation in the lung PMN of breast cancer. a** H&E staining of lung sections from tumour-bearing mice at the indicated time. Scale bars, 910 µm. **b** Gating strategy for macrophage identification in the lungs. **c** Flow cytometry analysis of the frequency of AMs, IMs, and MDMs in the lung macrophages of WT mice with 4T1 cells inoculation for 2 weeks (n=3). **d** Giemsa staining of CD45+ CD11b- CD11c+ SiglecF+ macrophages isolated from the lungs of mice inoculated with 4T1 cells for 14 days. Scale bar, 100 µm. **e** Heatmap of the genes related to *Ahr* and its downstream targets, metabolic enzymes, and immunoregulation in AMs from control mice and mice inoculated with 4T1 tumour for 14 days (n=2 for each group). Data are analyzed by unpaired two-tailed t-test (**c**) and presented as mean ± SEM. *p<0.05, ***p<0.001, ****p<0.0001.

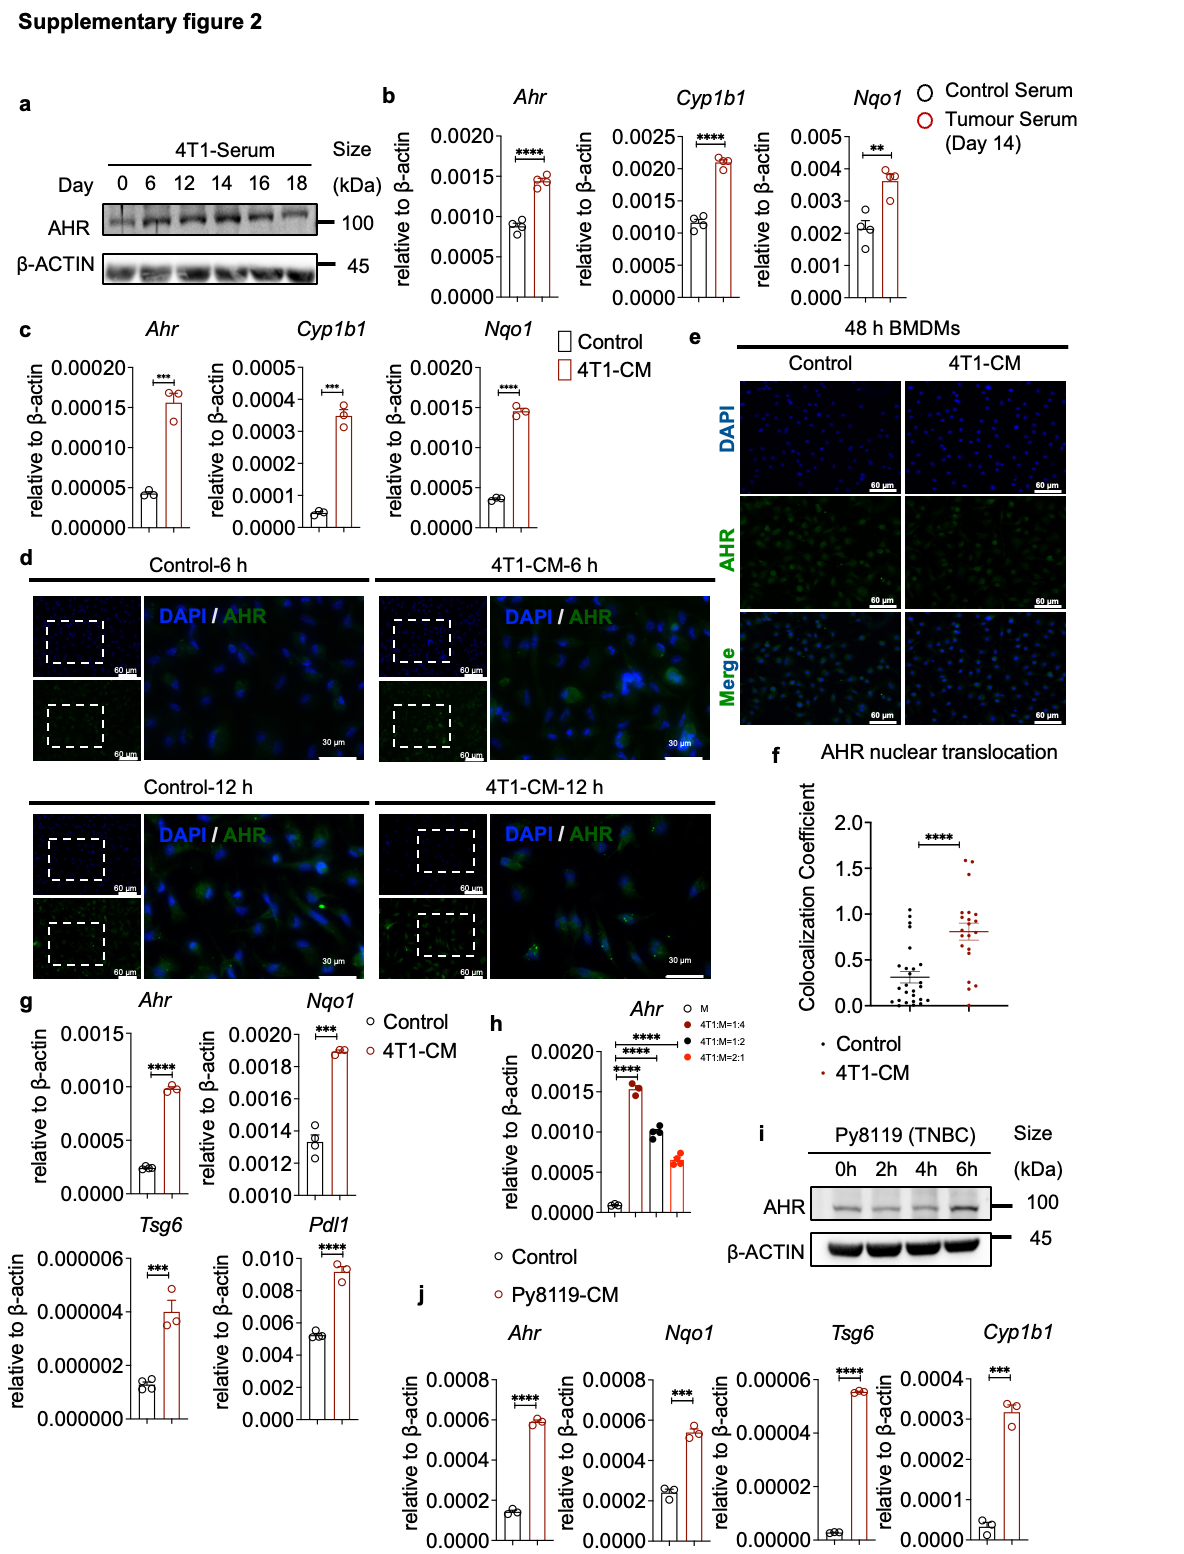

**Supplementary figure 2. AHR activity in macrophages is influenced by breast cancer. a** AHR levels in macrophages treated with serum from mice inoculated with 4T1 tumour for the indicated time**.** **b** mRNA levels of *Ahr* and its target genes *Cyp1b1* and *Nqo1* in BMDMs treated with serum from naïve mice and mice inoculated with 4T1 cells for 14 days (n=4 for each group, repeated 3 times). **c** mRNA levels of *Ahr*, *Cyp1b1*, and *Nqo1* in peritoneal macrophages treated with 4T1-conditioned medium (CM) for 48 h (n=3 for each group, repeated 3 times). **d** Representative immunofluorescent images showing AHR nuclear translocation in peritoneal macrophages treated with or without 4T1-CM for 6 h and 12 h. Scale bar in the merged picture is 30 µm. **e** Representative immunofluorescent images showing AHR nuclear translocation in BMDMs treated with or without 4T1-CM for 48 h. Scale bars, 60 µm. **f** Statistical analysis of AHR nuclear translocation in BMDMs treated with 4T1-CM or control medium (n≥21 for each group). **g** mRNA levels of *Ahr*, *Nqo1*, *Tsg6*, and *Pdl1* in AMs treated with 4T1 conditioned medium (n≥3 for each group). **h** mRNA expression of *Ahr* in peritoneal macrophages co-cultured with 4T1 cells at indicated ratios (n≥3 for each group, repeated 3 times). **i** Western blotting analysis of AHR levels in peritoneal macrophages treated with Py8119-conditioned medium (CM) for the indicated time. **j** mRNA levels of *Ahr*, *Nqo1*, *Tsg6,* and *Cyp1b1* in peritoneal macrophages treated with Py8119-CM for 48 h (n=3 for each group). Data are analyzed by unpaired two-tailed t-test (**b**, **c**, **f**, **g**, **h**, **j**) and presented as mean ± SEM. **p<0.01, ***p<0.001, ****p<0.0001.

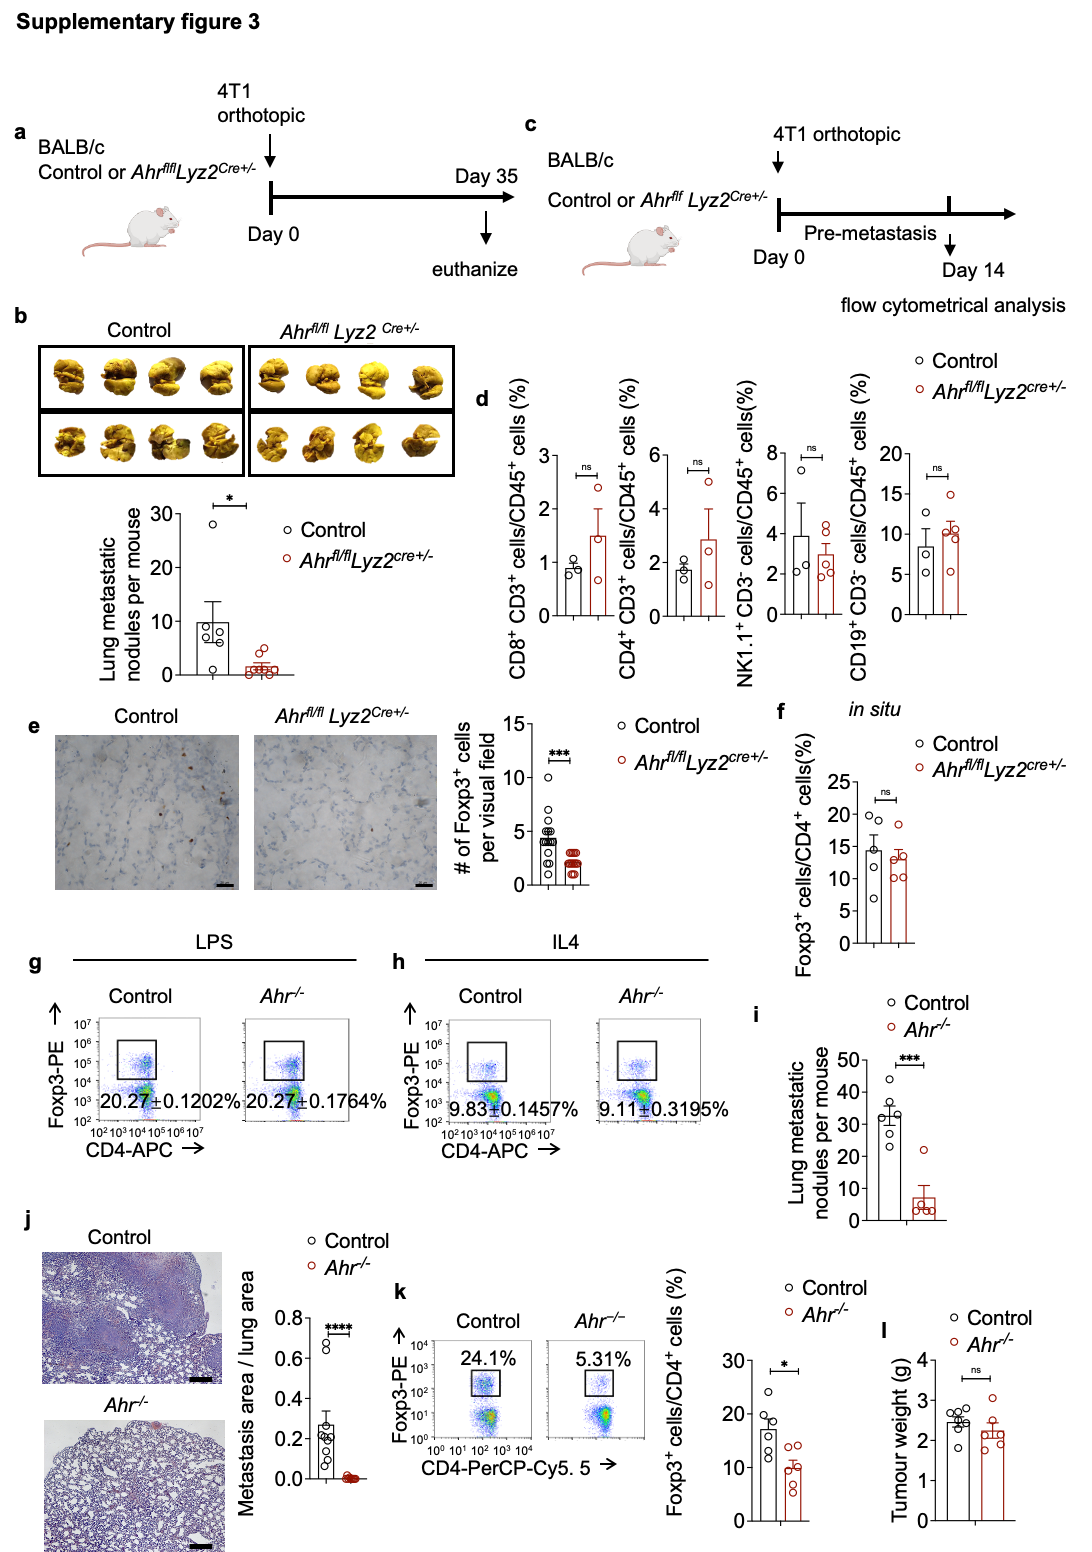

**Supplementary figure 3. The influence of AHR on breast cancer progression and immune cell profile.** **a** Schematic graph showing the establishment of 4T1 breast cancer lung metastasis (created with BioRender.com).**b** Wild-type (Control) and *AhrflflLyz2Cre+/-*mice were inoculated with Py8119 cells in the mammary gland fat pad for 7 weeks. Picric acid-stained lung tissues and the number of macroscopic metastases in the lungs (n=6 for control group, n=8 for *AhrflflLyz2Cre+/-*group) were assessed. **c** Schematic representation of the PMNs in the lungs of 4T1 breast cancer models in *AhrflflLyz2Cre-/-* (Control) and *AhrflflLyz2Cre+/-* mice (created with BioRender.com). **d** Flow cytometry analysis on the frequency of CD8+ T cells, CD4+ T cells, NK cells and B cells in the lungs of *AhrflflLyz2Cre-/-* (Control) and *AhrflflLyz2Cre+/-* bearing 4T1 tumour for 14 days (n≥3 for each group). **e** Foxp3 staining and statistical analysis of the lungs of *AhrflflLyz2Cre-/-*(Control) and *AhrflflLyz2Cre+/-* mice inoculated with 4T1 cells for 14 days (n=15 for each group). Scale bar, 20 μm. **f** Flow cytometry analysis of Treg frequency in primary tumours of *AhrflflLyz2Cre-/-* (Control) and *AhrflflLyz2Cre+/-* mice (n=5 for each group, repeated 3 times). **g**, **h** Representative flow cytometry plots depicting Treg cell differentiation. BMDMs from wild-type (Control) or *Ahr-/-* mice were pretreated with LPS (**g**) (n=3 for each group, repeated twice) or IL4 (**h**) (n=3 for each group) for 2 days and co-cultured with CD4+ T cells under Treg differentiation conditions for 3 days. **i**-**l** Lung metastatic nodules(n≥5 for each group) (**i**), H&E staining of lung sections and metastatic tumour burden quantification (n≥9 for each group) (**j**), Foxp3+ Treg cell percentages in the lungs (**k**) and primary tumour weight (**l**) of wild-type (control) and *Ahr*-/- mice bearing 4T1 tumour (n=5-7 for each group, repeated 2-4 times). Scale bars, 400 µm. Data are analyzed by unpaired two-tailed t-test (**b**, **d**, **f**, **i**, **k**, **l**) or descriptive statistics (**g**, **h**) or Mann Whitney test (**e**, **j**) and presented as mean ± SEM. *p<0.05, ***p<0.001, ****p<0.0001, ns, no significance.

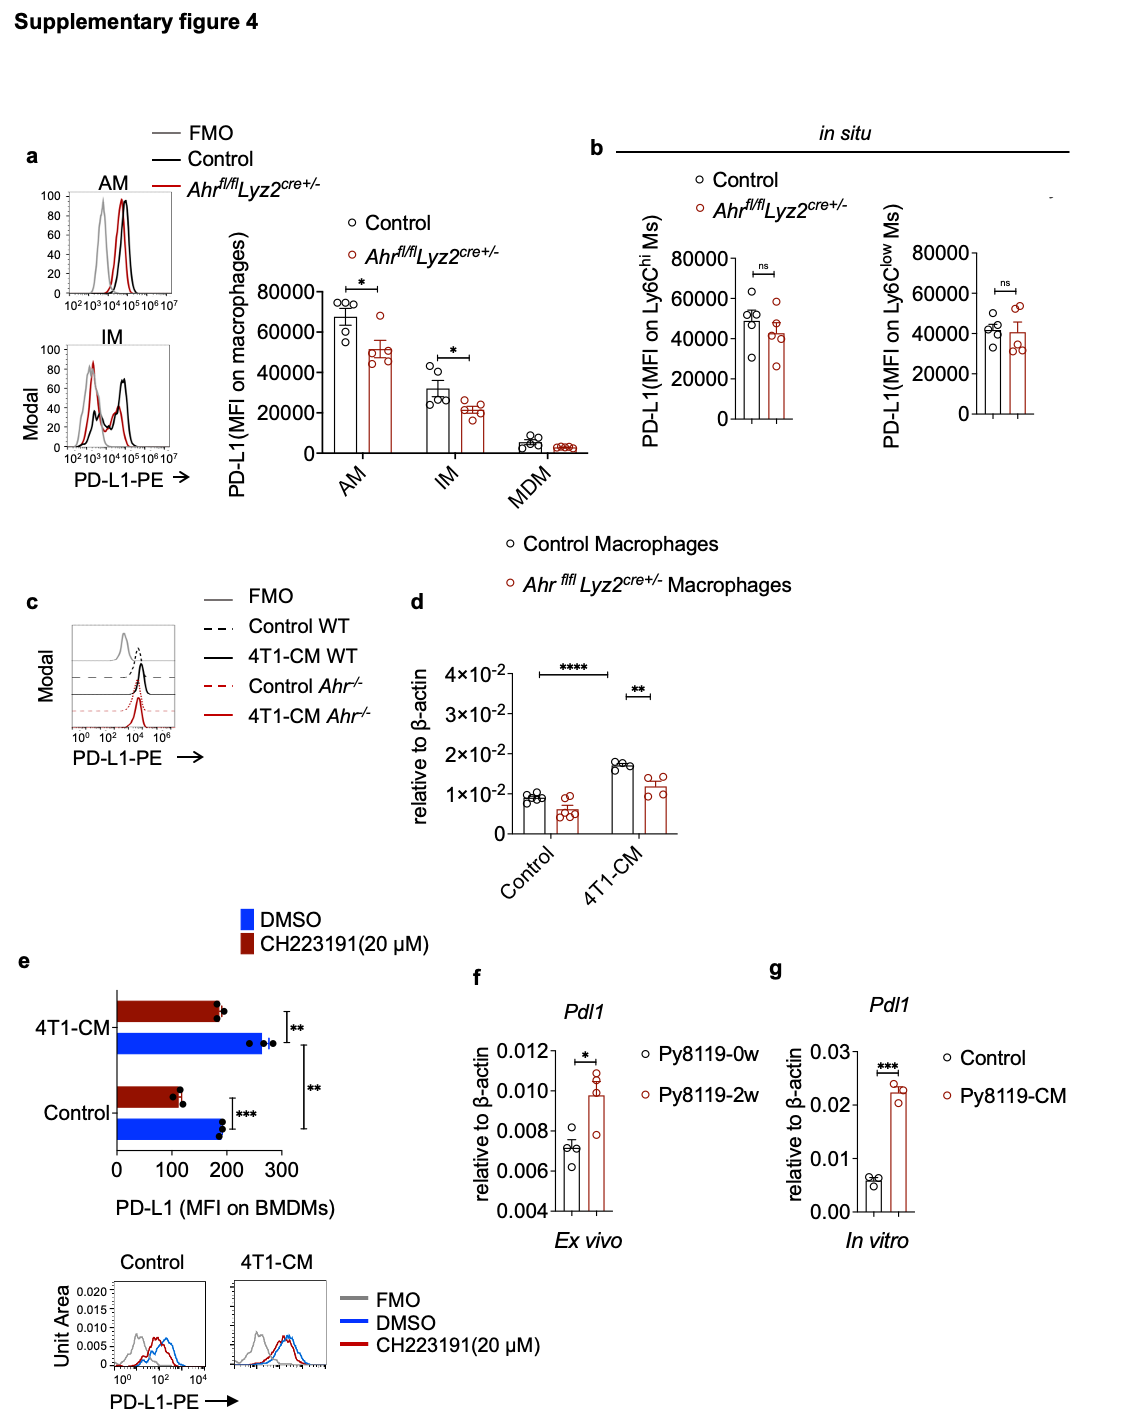

**Supplementary figure 4.** **AHR regulates PD-L1 expression on macrophages during breast cancer progression. a** PD-L1 expression on AMs, IMs, and MDMs from *Ahr*flfl*Lyz2*Cre-/- (Control) and *Ahr*flfl*Lyz2*Cre+/- mice (n=5). **b** PD-L1 expression on CD45+ CD11b+ F4/80+ MHCII+ Ly6Chi cells and CD45+ CD11b+ F4/80+ MHCII+ Ly6Clow cells from primary tumours of *AhrflflLyz2Cre-/-* (Control)and *AhrflflLyz2Cre+/-* mice bearing 4T1 tumour was analyzed by flow cytometry (n=5 for each group, repeated 3 times). **c** Histogram showing PD-L1 expression on peritoneal macrophages from wild-type (WT) and *Ahr-/-*mice, with or without 4T1-CM treatment for 12 h. **d** mRNA levels of *Pdl1* in BMDMs (n≥4 for each group) from *AhrflflLyz2Cre-/-* (Control)and *AhrflflLyz2Cre+/-* mice, treated with 4T1-CM for 48 h. **e** PD-L1 expression on WT BMDMs treated with 4T1-CM for 48 h, in the presence or absence of CH223191 (20 μM) (n=3 for each group, repeated twice). **f** mRNA levels of *Pdl1* in F4/80+ macrophages from the lungs of Py8119-bearing mice (n=4 for each group). **g** mRNA levels of *Pdl1* in peritoneal macrophages treated with Py8119-CM for 48 h (n=3 for each group).Data are analyzed by unpaired two-tailed t-test (**a**, **b**, **d**, **e**, **f**, **g**) and presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ns, no significance.

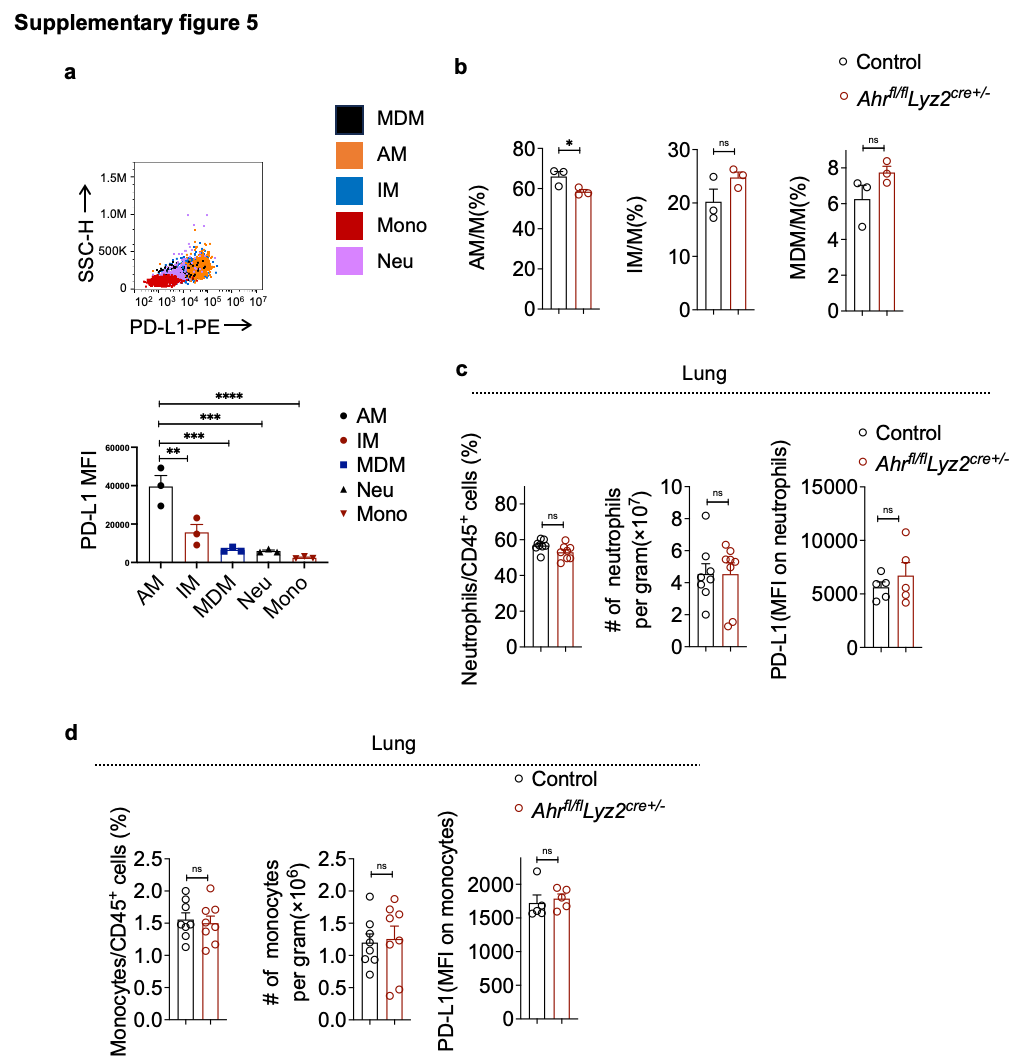

**Supplementary figure 5. AMs are the major population of lung macrophages expressing PD-L1 in the PMN. a** PD-L1 expression on AMs, IMs, MDMs, neutrophils, and monocytes in the lungs of WT mice inoculated with 4T1 cells for 2 weeks (n=3 for each group). **b** Flow cytometry analysis on AMs, IMs, and MDMs in the lungs of *AhrflflLyz2Cre-/-*(Control) and *AhrflflLyz2Cre+/-*mice inoculated with 4T1 cells in the mammary gland fat pad for 2 weeks. (n=3 for each group). **c**, **d** Flow cytometry analysis of the frequency, cell number, and PD-L1 expression of neutrophils (**c**) and monocytes (**d**) in the lungs of *AhrflflLyz2Cre-/-* (Control) and *AhrflflLyz2Cre+/-* mice inoculated with 4T1 cells for 14 days (n≥5 for each group). Data are analyzed by unpaired two-tailed t-test (**b**, **c**, **d**) or ordinary one-way ANOVA (**a**) and presented as mean ± SEM. *p<0.05, ns, no significance.

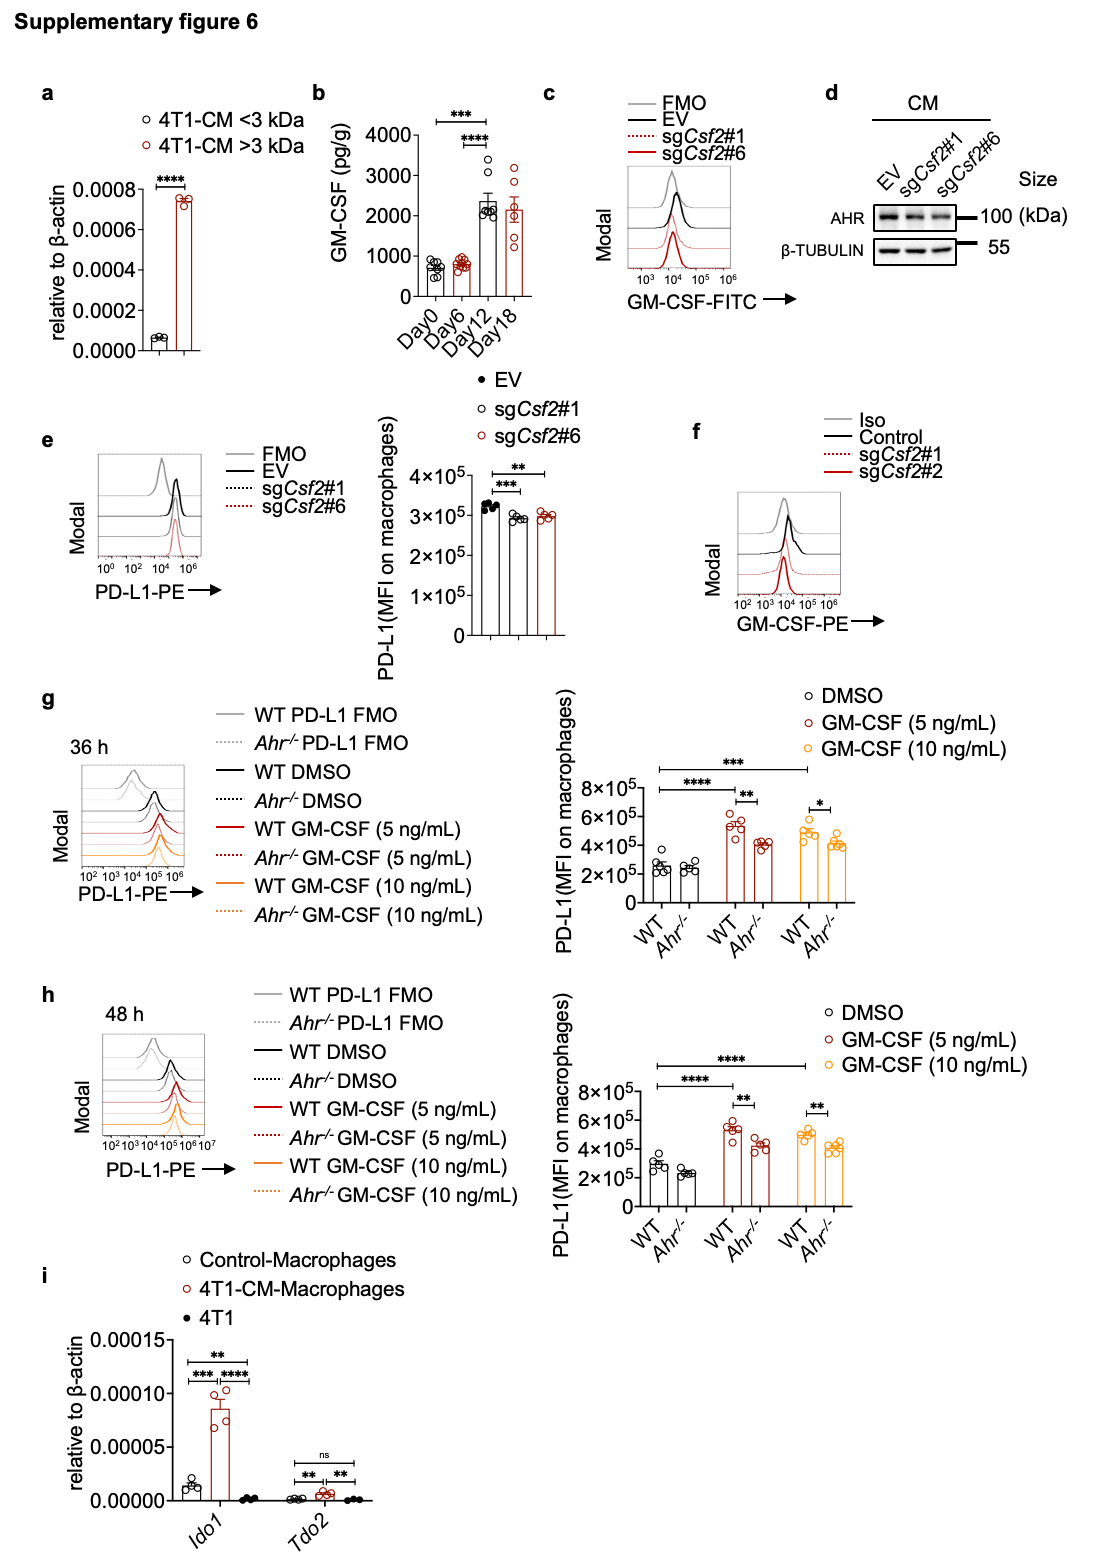

**Supplementary figure 6.** **AHR in macrophages is regulated by GM-CSF released from 4T1 cells. a** mRNA expression of *Ahr* in peritoneal macrophages treated with < 3-kDa or >3-kDa fraction of 4T1-CM (n=3 for each group). **b** Quantification of GM-CSF levels in lung tissue of mice bearing 4T1 tumour using ELISA (n≥6 for each group). **c** Flow cytometry analysis on GM-CSF expression on empty sgRNA vector (EV) and sgCsf2 transfected 4T1 cells (4T1 cells were transfected with lentiCRISPR v2 plasmids). **d** AHR expression in peritoneal macrophages treated with CM (30% v/v) from EV control or sg*Csf2* 4T1 cells (repeated twice). **e** Flow cytometry analysis of PD-L1 expression on peritoneal macrophages treated with EV 4T1-CM or sg*Csf2* 4T1-CM for 36 h. The bar graph shows MFI of PD-L1 for each group of macrophages (n=5 for each group). **f** Histogram showing GM-CSF expression on control (4T1 cells transfected with Cas9 protein) and sg*Csf2* 4T1 cells (4T1 cells transfected with single-guide RNA and Cas9 protein). **g** Histogram showing PD-L1 expression on WT or *Ahr-/-*peritoneal macrophages treated with or without GM-CSF (5 or 10 ng/mL) for 36 h (n≥5 for each group). The bar graph shows MFI of PD-L1 on each group of macrophages.**h** Flow cytometry analysis of PD-L1 expression on WT and *Ahr-/-* peritoneal macrophages treated with GM-CSF (5 or 10 ng/mL) for 48 h. The bar graph shows MFI of PD-L1 for each group of macrophages (n≥5 for each group). **i** mRNA expression of *Ido1* and *Tdo2* in 4T1 cells and peritoneal macrophages treated with or without 4T1-CM (n≥3 for each group). Data are analyzed by unpaired two-tailed t-test (**a**, **e**, **g**, **h, i**) or Mann-Whitney test (**b**) and presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ns, no significance.

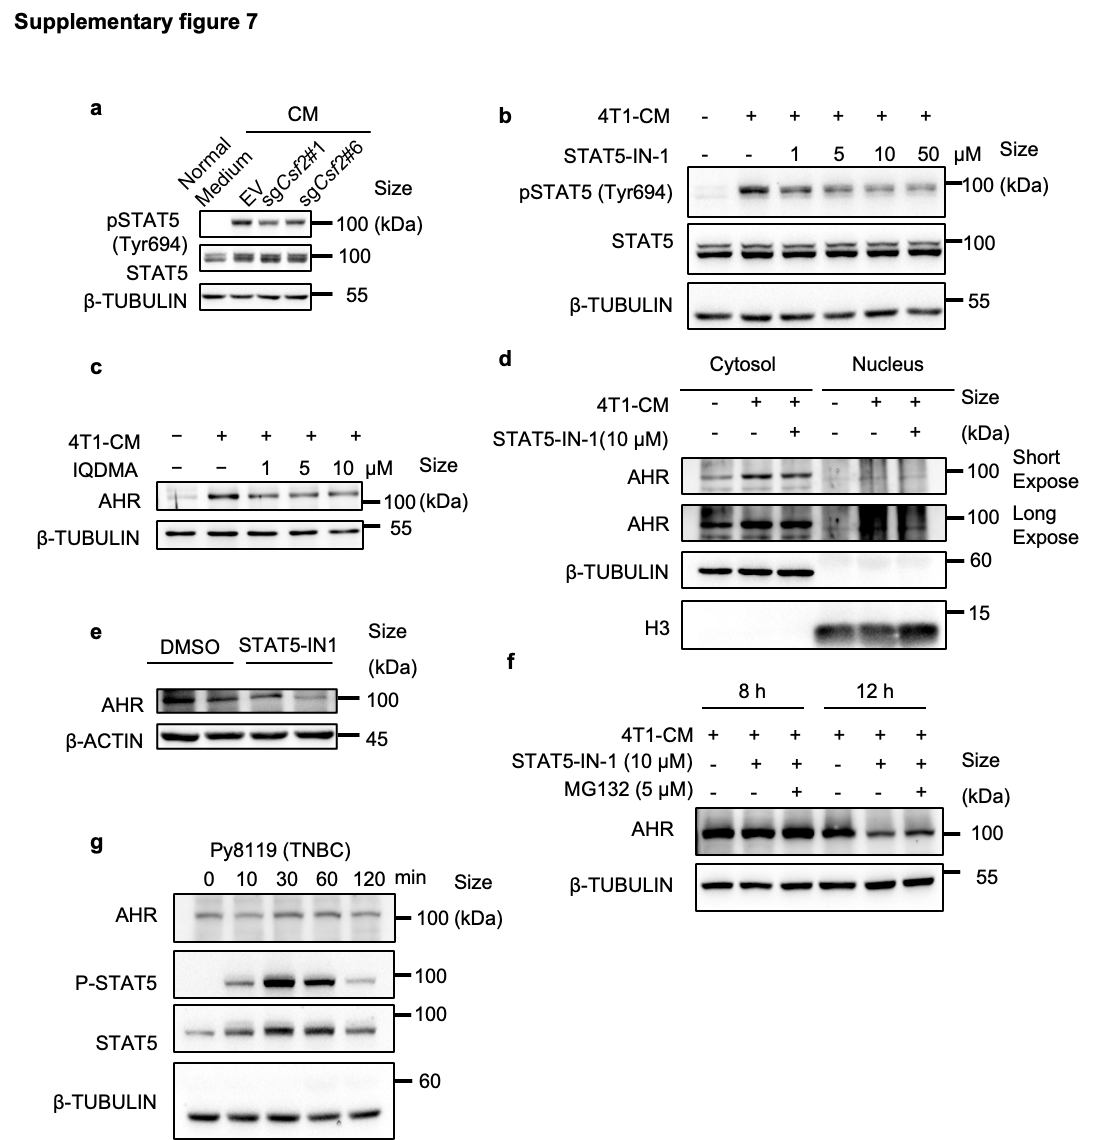

**Supplementary figure 7. GM-CSF-induced STAT5 signaling enhances AHR stability** **a** Western blotting analysis of pSTAT5 and STAT5 expressions in peritoneal macrophages cultured with conditioned medium (CM) from empty vector (EV)-transfected 4T1 cells or *Csf2* knockout 4T1 cells for 60 min (repeated twice). **b** Efficiency of STAT5-IN-1 in suppressing STAT5 activation in macrophages. Phosphorylated STAT5 expression was detected in peritoneal macrophages exposed to different concentrations of STAT5-IN-1. **c** Western blotting analysis of AHR expression in IQDMA-treated peritoneal macrophages, with or without 4T1-CM treatment for 24 h (repeated 3 times). **d** Western blot analysis of AHR expression in the cytoplasm and nucleus of macrophages treated by 4T1-CM, with or without STAT5 inhibitor. **e** Western blotting analysis of AHR levels in F4/80+ cells isolated from lung tissue of 4T1 tumour bearing mice treated with STAT5-IN1 or DMSO. **f** Western blotting analysis of AHR expression in peritoneal macrophages treated with 4T1-CM, with or without the addition of MG132 (5 μM) and STAT5-IN-1 (10 μM). **g** Western blotting analysis of AHR, pSTAT5, and STAT5 expression in peritoneal macrophages treated with Py8119-CM.

**
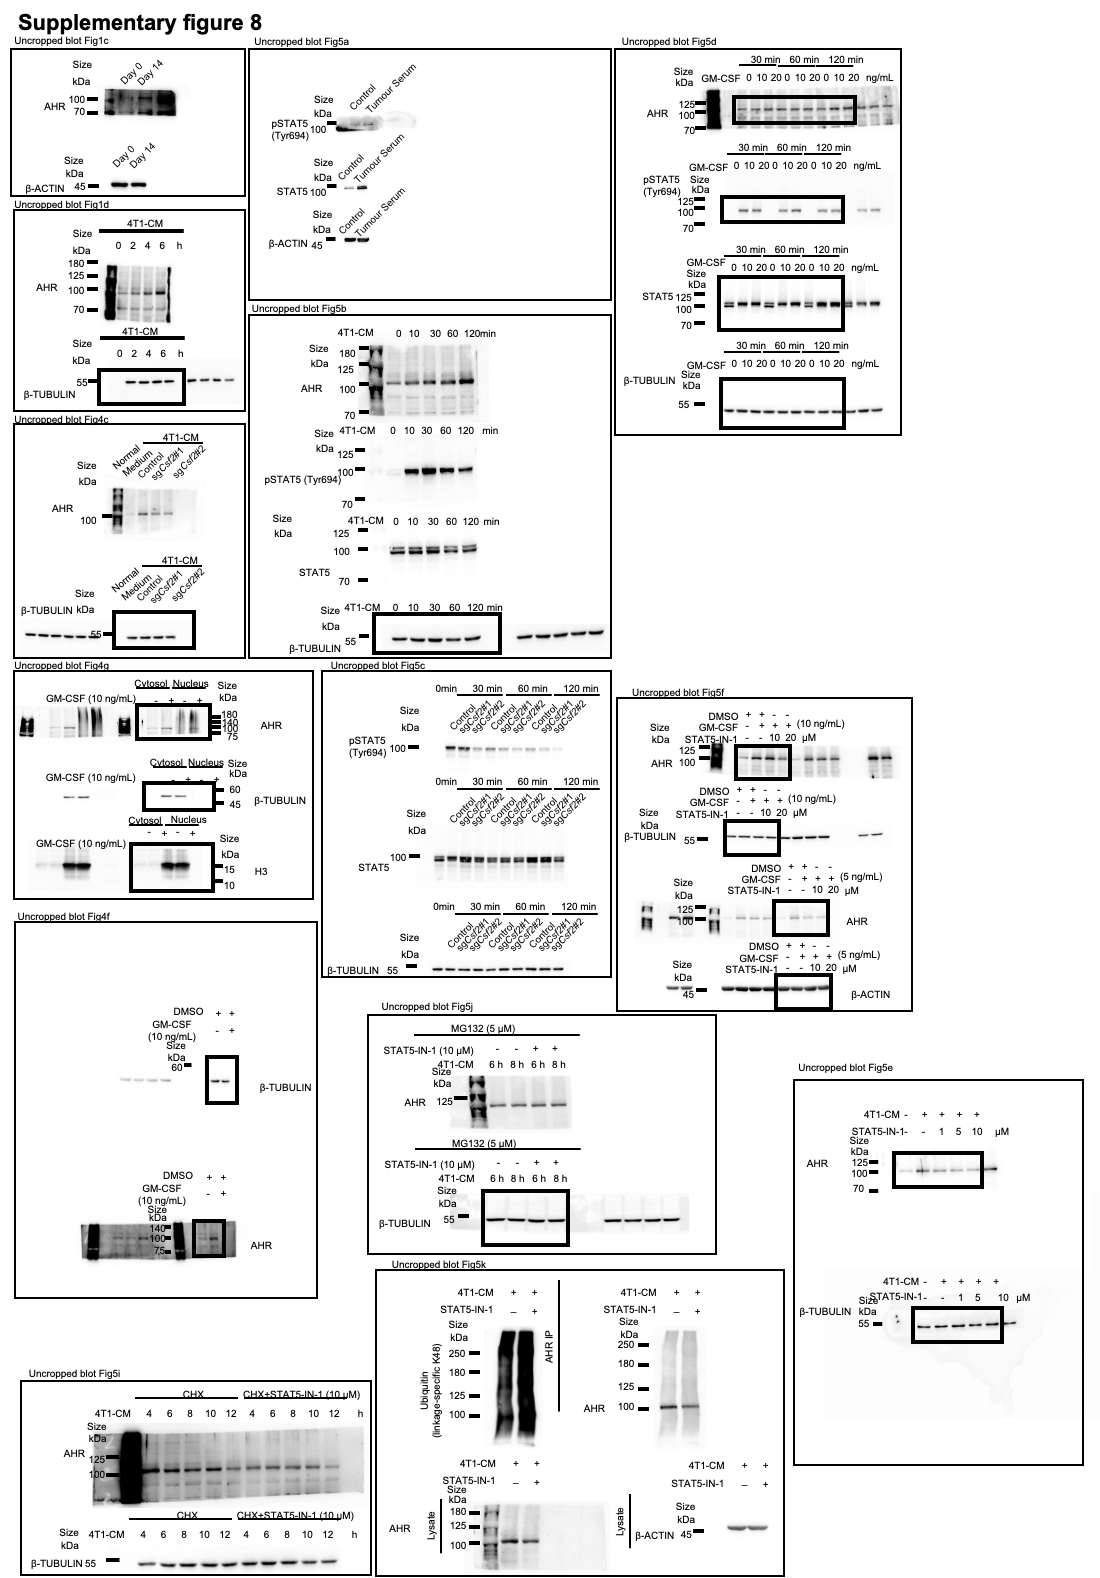
**

**Supplementary figure 8. Uncropped western blots for Figures.**

**
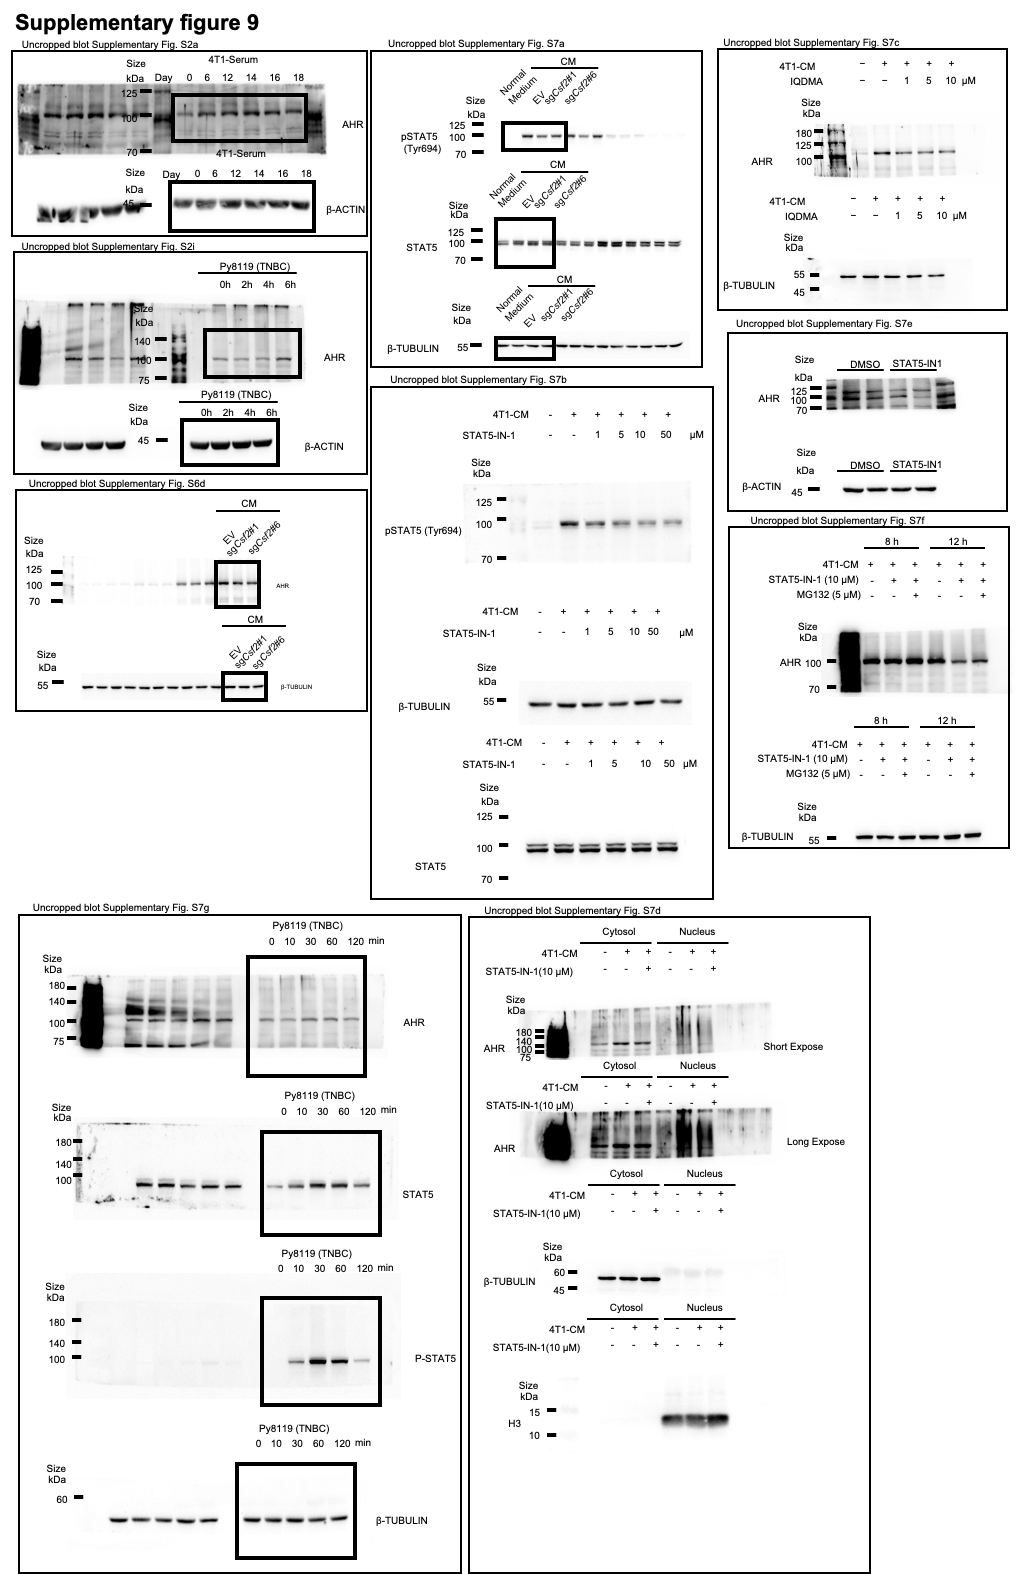
**

**Supplementary figure 9. Uncropped western blots for Supplementary figures.**

Supplementary Table 1. Antibody Information

| **Antibodies or reagents** | **Source** | **Identifier** |
| --- | --- | --- |
| Pacific Blue™ anti-mouse CD45 Antibody | BioLegend | 103126 |
| Rat IgG2a kappa Isotype Control (eBR2a), PE | eBioscience | 12-4321-81A |
| Rat IgG2a kappa Isotype Control (eBR2a), FITC | eBioscience | 11-4321-81 |
| GM-CSF Monoclonal Antibody (MP1-22E9), FITC | eBioscience | 11-7331-81 |
| GM-CSF Monoclonal Antibody (MP1-22E9), PE | eBioscience | 12-7331-82 |
| Brilliant Violet 785™ anti-mouse Ly-6C Antibody | BioLegend | 128041 |
| Brilliant Stain Buffer | BD | 563794 |
| Brilliant Violet 605™ anti-mouse Ly-6G | BioLegend | 127639 |
| MHC Class II (I-A/I-E) Monoclonal Antibody (M5/114.15.2), FITC | eBioscience | 11-5321-82 |
| Brilliant Violet 510™ anti-mouse CD24 Antibody | BioLegend | 101831 |
| Brilliant Violet 785™ anti-mouse CD8a Antibody | BioLegend | 100750 |
| Brilliant Violet 421™ anti-mouse CD64 (FcγRI) Antibody | BioLegend | 139309 |
| Alexa Fluor® 700 anti-mouse CD45 Antibody | BioLegend | 103128 |
| PerCP/Cyanine5.5 anti-mouse Ly-6G Antibody | BioLegend | 127616 |
| CD4 Monoclonal Antibody (RM4-5), PerCP-Cyanine5.5 | eBioscience | 45-0042-82 |
| CD45 Monoclonal Antibody (30-F11), PE | eBioscience | 12-0451-82 |
| CD274 (PD-L1, B7-H1) Monoclonal Antibody (MIH5), PE | eBioscience | 12-5982-83 |
| PE/Cyanine7 anti-mouse CD11c Antibody | BioLegend | 117318 |
| CD11b Monoclonal Antibody (M1/70), APC | ebioscience | 17-0112-83 |
| CD45 Monoclonal Antibody (30-F11), FITC | eBioscience | 11-0451-85 |
| Ly-6C Monoclonal Antibody (HK1.4), APC | eBioscience | 17-5932-82 |
| CD8a Monoclonal Antibody (53-6.7), FITC | eBioscience | 11-0081-85 |
| FOXP3 Monoclonal Antibody (FJK-16s), PE | eBioscience | 12-5773-82 |
| CD11b Monoclonal Antibody (M1/70), PerCP-Cyanine5.5 | eBioscience | 45-0112-82 |
| CD45 Monoclonal Antibody (30-F11), APC | eBioscience | 17-0451-83 |
| LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit | eBioscience | L34976 |
| F4/80 Monoclonal Antibody (BM8), PerCP-Cyanine5.5 | eBioscience | 45-4801-82 |
| CD11b Monoclonal Antibody (M1/70), PE | eBioscience | 12-0112-83 |
| CD11b Monoclonal Antibody (M1/70), FITC | eBioscience | 11-0112-82 |
| CD4 Monoclonal Antibody (GK1.5), APC | eBioscience | 17-0041-83 |
| Brilliant Violet 510™ anti-mouse CD45.2 Antibody | BioLegend | 109838 |
| Alexa Fluor® 700 anti-mouse Ly-6G Antibody | BioLegend | 127622 |
| BUV496 Hamster Anti-Mouse CD11c | BD | 750483 |
| BV650 Rat Anti-Mouse CD24 | BD | 563545 |
| FITC anti-mouse CD4 Antibody | BioLegend | 100406 |
| F4/80 Monoclonal Antibody (BM8), FITC | eBioscience | 11-4801-85 |
| Brilliant Violet 510™ anti-mouse F4/80 Antibody | BioLegend | 123135 |
| Alexa Fluor® 647 anti-mouse CD3 Antibody | BioLegend | 100209 |
| Brilliant Violet 605™ anti-mouse CD4 Antibody | BioLegend | 100548 |
| PE anti-mouse CD3 Antibody | BioLegend | 100206 |
| FITC anti-mouse CD3ε Antibody | BioLegend | 100306 |
| F4/80 Monoclonal Antibody (BM8), PerCP-Cyanine5.5 | eBioscience | 45-4801-82 |
| Brilliant Violet 421™ anti-mouse CD45 Antibody | BioLegend | 103134 |
| AHR Antibody | NOVUS | NB100-128S |
| F4/80 (D2S9R) XP ® Rabbit mAb | Cell Signaling(CST) | 70076T |
| FOXP3 Monoclonal Antibody (FJK-16s), eBioscience | ThermoFisher | 14-5773-80 |

**Supplementary Table 2. The Primer Sequences Used for ChIP–qPCR**

| ***Pdl1* promoter** | **Forward primer** | **Reverse primer** | **Site on *Pdl1* locus** |
| --- | --- | --- | --- |
| *Pdl1* promoter | GCAGGGACAGTACCTTGCTT | GCAGGTTGGAATTTGCGGTT | -1166 |
| *Pdl1* promoter | CCCTGGAATTAAGCAGCCCT | CAAACGGCTAGAGACCCCTC | -2817 |
| *Pdl1* promoter | AGTACCTTGCTTCGGCAGAG | ATGCAGGTTGGAATTTGCGG | -1158 |

**Supplementary Table 3. All gRNA Sequences Used for CRISPR-KO Experiments**

| **sgRNA for plasmid** | **forward sequences 5'-3'** |
| --- | --- |
| mouse *csf2*#1 | CACCGGCTGTCTATGAAATCCGCAT |
| mouse *csf2*#2 | CACCGGGCTGTAGACCACAATGCCC |
| mouse *csf2*#6 | CACCGGGATGACATGCCTGTCACGT |
| **synthesized sgRNA** | **forward sequences 5'-3'** |
| mouse *csf2*#1 | **mG*mC*mU*rGrUrCrUrArUrGrArArArUrCrCrGrCrA rUrGrUrUrUrUrArGrArGrCrUrArGrArArArUrArGrCrA rArGrUrUrArArArArUrArArGrGrCrUrArGrUrCrCrGrU rUrArUrCrArArCrUrUrGrArArArArArGrUrGrGrCrArC rCrGrArGrUrCrGrGrUrGrCrU*mU*mU*mU** |
| mouse *csf2*#2 | **mG*mG*mC*rUrGrUrArGrArCrCrArCrArArUrGrCrC rCrGrUrUrUrUrArGrArGrCrUrArGrArArArUrArGrCrA rArGrUrUrArArArArUrArArGrGrCrUrArGrUrCrCrGrU rUrArUrCrArArCrUrUrGrArArArArArGrUrGrGrCrArC rCrGrArGrUrCrGrGrUrGrCrU*mU*mU*mU** |

**Supplementary Table 4. Information of clinical tissue samples**

| Sample Number | Sample character | Metastasis  (Yes or No) |
| --- | --- | --- |
| 1# | Lung tissue section/ Non-breast cancer | N |
| 2# | Lung tissue section/ Non-breast cancer | N |
| 3# | Lung tissue section/ Non-breast cancer | N |
| 4# | Lung tissue section/ Breast cancer | Y |
| 5# | Lung tissue section/ Breast cancer | Y |
| 6# | Lung tissue section/ Breast cancer | Y |
| 7# | Lung tissue section/ Breast cancer | Y |
| 8# | Lung tissue section/ Breast cancer | Y |

How the deposited data were processed for this re-analysis (not part of the article)

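The data are 4 RNA-seq libraries of mouse peritoneal macrophages, 1 for each combination of medium (normal medium or 30% 4T1-CM) and inhibitor (DMSO or 10 µM CH223191). The article does not report these libraries in a figure panel. The authors deposited whole-number read counts per gene, without normalization, in a single table of 54532 genes. For bulk RNA-seq of alveolar macrophages the methods name alignment with Hisat2 and counting with featureCounts, and it is not stated whether the same steps were used here. Whether the counting used the strand of the reads is not stated either, so genes that overlap or have near-identical copies are uncertain. All 4 columns of counts were matched to a sample by their names and the sample labels.

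The counts summed to between 15535405 and 17557127 per library, and between 17395 and 18665 genes had at least 1 read. The 50 most abundant genes of a library took 26.2% to 29.8% of its counts. A gene symbol listed more than once was kept for the entry with the most reads, and 103 entries were named by their identifier instead. Genes with at least 10 reads in at least 1 library were kept (13715 genes, 11895 of them protein-coding). Libraries were scaled with the TMM method of edgeR 4.0.16 in R 4.3.3, and log2 ratios were taken after adding a prior count of 0.5. With 1 library per condition, no pair of libraries could be tested across genes, and the only p-values are those of an additive fit over the 4 libraries, given as an alternative below. The 95% interval of a log2 ratio is the exact Clopper-Pearson interval of the split of a gene's reads between 2 libraries. It covers counting error only and compares those libraries, not the conditions. A gene with 3 reads or fewer in a library is compared with that library by its reads or CPM, without a fold.

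4 comparisons were made: 4T1-CM against normal medium with DMSO and with CH223191, and CH223191 against DMSO in normal medium and in 4T1-CM. The first pair shares no library, nor does the second. Genes at least 2-fold changed the same way in both comparisons of a pair were counted, and the counts were set beside those of 20 sets of libraries simulated with no effect. For the interferon-stimulated genes, the difference between the responses to 4T1-CM with CH223191 and with DMSO was also set beside random lists matched on the mean response, drawn for each gene from its 100 nearest genes. For lists of genes, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression, as a description of these libraries. The lists were the genes named in the article, those of Supplementary Fig. S1e, targets of AHR, NRF2, STAT5, NF-kB and ATF4, interferon-stimulated, hypoxia and glycolysis, cholesterol synthesis, proliferation and sex-linked genes, and markers of macrophages, epithelial tumour cells, B cells, T cells, neutrophils, eosinophils, mast cells, fibroblasts, mesothelial cells and dendritic cells. Lists with fewer than 3 genes kept were given as reads only. The text names the genes of these lists and, among genes with a mean of at least 10 CPM, the 5 with the largest rise and the 5 with the largest fall under 4T1-CM and under CH223191, ranked by the smaller of the 2 log2 ratios.

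The procedure was tested on simulated counts with a coefficient of variation of 0.1 between cultures. Only genes with an expected count of at least 50 were examined. Of 200 simulated with an 8-fold effect of 4T1-CM, 200 were recovered in both comparisons, and of 10017 unchanged genes 0 were called. This does not give the error rate for genes with few reads, for smaller effects or for more variable cultures. Over all genes kept, libraries simulated with no effect of 4T1-CM gave 34 shared genes at a coefficient of 0.1 and 496.5 at 0.4. The 95% interval covered the true ratio in 95.4% of 2000 simulated pairs. The alternatives were size factors of DESeq2 1.42.0, total counts, no filter on low counts, at least 10 reads in every library, a prior count of 5, protein-coding genes alone, random lists drawn without matching, and an additive quasi-likelihood fit of edgeR with medium and inhibitor as terms, which leaves 1 residual degree of freedom.

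Near-identical copies were measured as the share of a gene's 50-base words that also occur in transcripts of another gene. Only a sample of the words was used, so each share is an estimate. This was done with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Primers and guides were matched to the reference transcripts exactly and with up to 2 mismatches. The figure was drawn with matplotlib 3.10.9. A genome sequence was not used here, so the promoter primers of the chromatin immunoprecipitation were not placed. The paper's values in Supplementary Fig. S2c were measured from the heights of the bars in the picture.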

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

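The tests of noise, depth, abundant genes, gene length and tumour cell RNA for the genes changed the same way in both comparisons under 4T1-CM or under CH223191 were set before their results were seen; the other tests, and the measure used for other peritoneal cells, were chosen only after the result was seen.

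The paper does not report these libraries, and in them 1122 genes were at least 2-fold higher and 464 at least 2-fold lower with 4T1-CM both with DMSO and with CH223191. Across the 13715 genes, the log2 ratios of the 2 comparisons had a Pearson correlation of 0.74 and a Spearman correlation of 0.69, where genes are not independent replicates. Libraries simulated with no effect of 4T1-CM and a coefficient of variation of 0.2 between cultures gave 62.5 such genes on average, and those with a coefficient of 0.4 gave 496.5. Variation that is independent between cultures changes as many genes in opposite directions as in the same one, 504.8 at a coefficient of 0.4 with a Pearson correlation of -0.004, while here 90 genes changed in opposite directions, which argues against it as the cause. Thinning each library to 15535405 reads gave 1557 such genes, leaving out the 50 most abundant genes gave 1569, and removing the trend of the log2 ratio on gene length gave 1578, so none of these 3 accounts for the number. RNA of 4T1 cells is argued against by the keratins Krt8, Krt18 and Krt19, which reached at most 0.0616 CPM in the 2 libraries with 4T1-CM. The median log2 ratio of the 3 epithelial genes with enough reads was -0.92 with DMSO and 1.34 with CH223191. Of the other peritoneal cell types, the markers of B cells, T cells, eosinophils, mast cells, mesothelial cells and dendritic cells reached at most 7.32 CPM with 4T1-CM, which argues against more of these cells as the source of the rises. The reads of the B cell list were nearly all of Ighm (317 in normal medium with DMSO, 128 in 4T1-CM with DMSO) and those of the eosinophil list nearly all of Siglecf (251 and 105), so neither shows how its cell type changed as a set. Of the 9 neutrophil genes, Mmp8 (35 reads in normal medium and 2142 in 4T1-CM with DMSO), S100a8 (99 and 560) and Csf3r (929 and 1521) rose. With DMSO, Mmp8 alone supplied most of the rise in the summed reads of the list. With CH223191 the sum rose from 1187 to 2937 reads, Mmp8 from 21 to 759 and Csf3r from 959 to 1759. Cxcr2 fell from 12 to 2 reads with DMSO, Camp and Ltf had at most 6 reads, and Ly6g, Retnlg and S100a9 had 0 in each library. The median of the 9 genes was at most 0.114 CPM with 4T1-CM, which argues against more neutrophils. S100a9 had 0 reads where S100a8 had 99 to 560, for an unknown reason, so the zeros in this median are uncertain. The summed reads of the fibroblast genes rose by a log2 ratio of 1.33 (95% interval 1.22 to 1.45) with DMSO and 2.19 (2.04 to 2.34) with CH223191, with a median of up to 16.2 CPM over the 5 genes, of which Lum had at most 3 reads. The highest marker of another cell type with 4T1-CM was Mmp8 at 122 CPM, and the next cell type's was Col1a2 at 63.9 CPM. More fibroblasts in the cultures with 4T1-CM cannot be told apart from expression of these genes by macrophages, since each culture was sequenced as a whole, and they stay open for the genes that fibroblasts express, beside an effect of 4T1-CM on the macrophages.

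Between CH223191 and DMSO, also not reported by the paper, 93 genes were at least 2-fold higher and 66 at least 2-fold lower in both media, beside 127 that changed in opposite directions. The Pearson correlation across genes between the 2 comparisons was 0.08. Simulated libraries with no effect of CH223191 gave 69.75 shared genes at a coefficient of variation of 0.2, beside 68.4 in opposite directions, and 508.65 shared genes at 0.4. Since the coefficient of these cultures is unknown, the shared genes cannot be told apart from ordinary variation between cultures. Thinning gave 144 genes changed the same way in both media, leaving out the 50 most abundant genes gave 155 and removing the trend on gene length gave 148, so none of these 3 accounts for the number.

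Among the 11765 genes with at least 10 reads in every library, 18 were at least 2-fold higher with CH223191 in both media and 4 were lower. Of the 18, 17 had over 20% of their 50-base words in transcripts of another gene, against 13.4% of the 11765 genes. The 17 are Rps27, mt-Co2, mt-Co3 and pseudogenes. Rps27 is only just above that limit, with 21.1% of its 147 sampled words shared, so its side of the limit is uncertain. The share is 100% for mt-Co2 and mt-Co3, and the remaining gene, Tfap4, was named after its values were seen. Rps27 had 960 reads in normal medium with DMSO and 6158 with CH223191, and 1072 and 2838 in 4T1-CM. The log2 ratio with CH223191 had a Spearman correlation with gene length of -0.21 in normal medium and 0.01 in 4T1-CM. Removing the trend on gene length gave 11 such genes in place of 18 when done in normal medium and 15 when done in 4T1-CM. Reads shared between copies may therefore account for part of the rises in both media, and the short length of these genes for part of those in normal medium, while a trend on length is argued against in 4T1-CM. After its removal Rps27 had 2.47 in normal medium and 1.49 in 4T1-CM, so length does not account for its rise. Genes of the mitochondrial chromosome took 0.63% of the reads in normal medium with DMSO and 1.17% with CH223191, but 1.76% and 1.79% in 4T1-CM, so their share as a whole hardly differed with CH223191 in 4T1-CM. The 4 lower genes were Tmem178, Tnc, Col6a2 and Prss50, also named after their values were seen, and 0 of them had over 20% of shared words. Among all 13715 genes, 39 of the 93 higher in both media (41.9%) and 30 of the 66 lower (45.5%) had over 20%. The share among all 13715 genes was 15.2%, so the excess of copies in that larger set was not specific to the rises.

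The interferon-stimulated genes differed between the media. With CH223191, their median log2 ratio was 0.19 in normal medium and -0.63 in 4T1-CM, where 14 of 15 genes were lower, from -1.22 to 0.11. The difference between the media had a median of -0.69 and was below 0 for 14 of 15 genes. Among the 10000 random lists, the median of -0.63 and that of -0.69 both lay at percentile 0 (rounded to 1 decimal). This sets the list against other genes of the same 4 libraries, and the difference was not tested across replicate cultures. With 4T1-CM the median rose by 2.29 with DMSO and by 1.33 with CH223191. A weaker response to 4T1-CM of all genes under CH223191 is argued against by random lists matched on that response. Their median difference was -0.02, with 95% of them between -0.36 and 0.27, against -0.69 for the interferon-stimulated genes. The median of the list was -0.62 after the trend on gene length was removed and -0.57 after thinning, which argues against length and depth. Variation between single cultures cannot be told apart from an effect of CH223191 with 1 library per condition, and stays open beside a biological effect of the inhibitor.

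The paper does not report these libraries, but it reports that 4T1-CM raised PD-L1 on peritoneal macrophages. Cd274, which encodes PD-L1, was also higher with 4T1-CM in these libraries. Its log2 ratio was 2.20 (95% interval 2.11 to 2.29) with DMSO and 1.95 (1.87 to 2.04) with CH223191. With CH223191 against DMSO it was 0.31 (0.20 to 0.42) in normal medium and 0.06 (0.01 to 0.11) in 4T1-CM. Reads from copies are argued against, as 13.4% of the 50-base words of Cd274 occur in another gene's transcripts. Whether CH223191 acted on AHR in these cultures cannot be told apart from variation between cultures. In 4T1-CM, the median log2 ratio of the 6 AHR targets with enough reads was -0.40 (-0.43 with genes at the floor set to their bound), at percentile 3.2 of the random lists. In normal medium it was -0.49 (-0.19 with genes at the floor set to their bound), at percentile 2.9. Without matching on expression, both percentiles were 0.4. That there is 1 library per condition keeps this open.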

How the results depend on the processing

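No test here was chosen after the results were seen; the alternatives were all set before the data were examined. Each condition has 1 library, so the only analysis that pairs libraries by medium or by inhibitor is the additive fit below. It leaves 1 residual degree of freedom. With the size factors of DESeq2 and with total counts, every count of genes stayed within 1.5 times its main value, and the median of all log2 ratios moved by at most 0.05.

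The filter on low counts moved nearly all counts, as its construction changes the number of genes tested (21917 with no filter, 11765 with at least 10 reads in every library). With no filter, 4601 genes were higher and 2587 lower with 4T1-CM and DMSO, 4358 and 2995 with 4T1-CM and CH223191, 2815 and 2260 with CH223191 in normal medium, and 2583 and 2688 with CH223191 in 4T1-CM. In both comparisons, 2017 were then higher and 900 lower with 4T1-CM, and 539 higher and 450 lower with CH223191, beside 864 that changed in opposite directions with 4T1-CM and 937 with CH223191. With at least 10 reads in every library, the numbers were 849 and 500, 868 and 677, 226 and 89, and 83 and 53 in the same order. In both comparisons, 586 were higher and 305 lower with 4T1-CM, and 18 higher and 4 lower with CH223191, beside 8 that changed in opposite directions with 4T1-CM and 9 with CH223191.

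A prior count of 5, which shrinks the ratios of genes with few reads, gave 363 genes higher and 168 lower with CH223191 in normal medium, 183 and 139 in 4T1-CM, and 24 and 9 in both. Protein-coding genes alone gave 364 and 258 in normal medium, 159 and 210 in 4T1-CM, and 29 and 32 in both. Under both, the counts of genes changed by 4T1-CM in each comparison, and in the same direction in both comparisons, stayed within 1.5 times. The genes changed by 4T1-CM in opposite directions fell from 90 to 13 with a prior count of 5 and to 38 with protein-coding genes alone, and those changed by CH223191 in opposite directions from 127 to 18 and to 65. The cause was not tested.

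The additive fit of edgeR called 1087 genes higher and 566 lower with 4T1-CM at an adjusted p-value under 0.05 (Benjamini-Hochberg, quasi-likelihood test) and at least 2-fold. With CH223191 it called 10 higher and 1 lower, Mmp8, while 879 genes had an unadjusted p-value under 0.05. All of the higher genes but Gm13841 are among the 18 above, such as Rps27, mt-Co2, mt-Co3 and Gm7536, with over 20% of shared words. Reads shared between copies may therefore account for part of these calls too. The fit counts any difference in response between the arms as error, and the cause of the smaller number with CH223191 was not tested.

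The loss of the 4T1-CM response under CH223191, taken as the median difference over the 2330 genes changed by 4T1-CM, counted in the direction of each gene's change, was 0.00 and moved to -0.03 with no filter. The cause was not tested. The median ratio of the 2 responses, 0.81 for genes chosen with DMSO, was 0.26 with no filter and 0.89 with at least 10 reads in every library. The Pearson correlation between the 2 comparisons of 4T1-CM, 0.74, was 0.39 with no filter and 0.82 with at least 10 reads in every library. With CH223191 in 4T1-CM, the interferon-stimulated genes had a median between -0.64 and -0.61 in the alternatives that were run.

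Among single genes and lists, total counts moved 8 list medians and 7 gene values, a prior count of 5 moved 4 and 3, DESeq2's size factors moved 1 gene value and random lists without matching moved 11 percentiles. With up to 2 mismatches in place of exact matches, 7 of the 17 primers and guides matched more genes, the forward primer of Actb 24 in place of 5.

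Depth limits the genes with few reads. Cyp1a1 and Csf2 had 0 reads, Ido1 had at most 2, and no fold between conditions is given for them. Nqo1, with 28, 18, 70 and 33 reads, had intervals that spanned 0 in 2 of the 4 comparisons.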

Differences from the paper's values

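No test here was chosen after the results were seen. The paper's values are from quantitative PCR of other cultures of peritoneal macrophages, relative to Actb, and those here are from the libraries with DMSO, relative to Actb.

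For Cyp1b1, the paper's rise with 4T1-CM is about 7.9-fold in Supplementary Fig. S2c, read by eye, and it was 4.65-fold here. With a prior count of 5 it was 4.40-fold. For Nqo1, the paper's rise is about 4.1-fold in Supplementary Fig. S2c, read by eye, and it was 2.08-fold here and 1.91-fold with a prior count of 5. The scaling of the libraries cancels in these ratios, so DESeq2's size factors and total counts gave the main values, and none of these alternatives closed either gap. For Ahr, about 3.8-fold in Supplementary Fig. S2c, read by eye, the value of 4.16 here lay within 1.5 times.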

Other observations

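The tests of fibroblasts below were chosen only after the result was seen.

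Ahr and 5 of the 6 AHR targets with enough reads were higher with 4T1-CM in these libraries of peritoneal macrophages, both with DMSO and with CH223191. Ahr had a log2 ratio of 2.17 (95% interval 1.61 to 2.80) with DMSO and 2.93 (2.30 to 3.69) with CH223191, Cyp1b1 2.33 (1.95 to 2.74) and 3.11 (2.45 to 3.91), and Nqo1 1.17 (0.54 to 1.87) and 0.83 (-0.03 to 1.76). Sult1a1 was lower, with -2.32 (95% interval -4.47 to -0.88) and -2.13 (-3.98 to -0.81), from 20 to 4 reads and from 23 to 5. The median of the 6 targets was 0.98 in both comparisons (1.00 and 0.91 with genes at the floor set to their bound), at percentiles 95.3 and 95.7 of the random lists. Without matching on expression, both percentiles were 99.2. Fibroblasts are a candidate source of Cyp1b1 reads, and the 4 fibroblast genes with enough reads also rose with 4T1-CM. Their median log2 ratio was 1.41 with DMSO, from 1.24 to 2.15, and 2.24 with CH223191, from 1.59 to 3.02. Both medians lie below the interval of Cyp1b1 while the highest gene lies within it, so a larger share of fibroblasts cannot be told apart from an effect on the macrophages as the source of the Cyp1b1 rise.

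Cyp1b1 fell with CH223191. Its log2 ratio was -1.74 (95% interval -2.59 to -1.02) in normal medium and -0.97 (-1.24 to -0.70) in 4T1-CM. In normal medium the median log2 ratio of the fibroblast genes was -1.21, from -1.85 to 0.36, within the interval of Cyp1b1, so a smaller share of fibroblasts may account for the fall there. In 4T1-CM their median was -0.27, from -0.38 to -0.12, outside the interval of Cyp1b1, which argues against it there. Col1a1 reached 54.8 CPM in 4T1-CM with DMSO. An effect of CH223191 on AHR stays open in both media, as does variation between cultures.

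The paper reports a smaller rise of PD-L1 with 4T1-CM in macrophages lacking AHR, and AHR bound at the Pdl1 promoter. It also states that CH223191 suppressed the PD-L1 that 4T1-CM raised on bone marrow-derived macrophages, measured by flow cytometry. These libraries are of other macrophages and of RNA, and their dose of CH223191, 10 µM, is lower than the paper's in that experiment, for a time the labels do not give. In them Cd274 had 359 CPM in 4T1-CM with DMSO and 375 CPM in 4T1-CM with CH223191. Ido1 had at most 2 reads in any library. Cd86 rose with 4T1-CM, with log2 ratios of 2.41 and 2.01, and Nt5e, which encodes CD73, had 3 reads in each library of normal medium, 319 in 4T1-CM with DMSO and 203 in 4T1-CM with CH223191. Entpd1, which encodes CD39, fell by 0.87 and by 0.84 on the log2 scale, and Trem2 fell by 1.31 and by 1.52. Of the GM-CSF receptor genes, Csf2rb had log2 ratios of 1.03 and 0.96 and Csf2ra of -0.88 and -0.46, and Csf2 had 0 reads in each library.

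Whether the response to 4T1-CM was weaker under CH223191 depends on how the genes are chosen. Genes chosen as at least 2-fold changed with DMSO had a median ratio of the 2 responses of 0.81, and those chosen with CH223191 had 0.77 the other way round. Simulated libraries with the same response in both arms gave 0.87 and 0.88 at a coefficient of variation of 0.1, and 0.74 at 0.2 for both. By the mean of the 2 responses, the 1543 genes that rose had a median difference of -0.05 and the 787 that fell of -0.10. With TMM scaling the rises were thus slightly weaker and the falls slightly stronger with CH223191. Total counts moved the median of all log2 ratios from 0.01 to -0.03 with DMSO and left it at 0.02 with CH223191. The weaker rises can therefore not be told apart from the choice of scaling, nor either shift from variation between cultures.

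By the rule fixed in advance, the largest rises with 4T1-CM were those of Fpr1, Fpr2, Inhba, Acod1 and Hp. Inhba rose from 1.38 to 815 CPM with DMSO and from 1.95 to 716 CPM with CH223191. Fpr1 had 0 reads in normal medium, 51.6 CPM in 4T1-CM with DMSO and 37 CPM in 4T1-CM with CH223191. The largest falls were those of Cdkn1c, Efr3b, Rasgrp3, Slamf8 and Nes, and Cdkn1c fell by 3.05 and by 3.03 on the log2 scale. With CH223191 the largest rises were those of Rps27, mt-Co3, Gm7536, Gm10925 and mt-Co2, and the largest falls those of Serpinb2, Lox, Gm10443, Mmp8 and Tmem26. Serpinb2 fell by 1.07 on the log2 scale in 4T1-CM (95% interval -1.25 to -0.89) and by 1.05 in normal medium, where it had 13 and 6 reads and the interval (-2.79 to 0.38) spans 0. The intervals of Lox (-2.79 to 0.07) and Mmp8 (-1.59 to 0.09) in normal medium span 0 as well.

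The median log2 ratios of the other lists with 4T1-CM, with DMSO and then with CH223191, were as follows. They were 1.07 and 0.71 for the genes named in the article and 1.10 and 1.09 for hypoxia and glycolysis genes. For the genes of Supplementary Fig. S1e they were 1.53 and 0.95, where only 10 of 23 had enough reads. For STAT5 targets they were 1.05 and 1.11. Of the 6 STAT5 targets with enough reads, 4 rose and 2 fell in each comparison. The summed reads of the STAT5 list fell from 5554 to 3418 with DMSO and from 5312 to 3395 with CH223191. For NF-kB targets the medians were 2.98 and 2.50, and 1.90 and 1.95 with genes at the floor set to their bound. NRF2 targets had 0.05 and -0.20, cholesterol synthesis genes -0.09 and -0.31, ATF4 targets 0.00 and 0.25, and proliferation genes -0.16 and -0.50. Macrophage genes had 1.25 and 1.10, and neutrophil genes, of which S100a8 is also in the list of Supplementary Fig. S1e, had 1.47 and 0.96.

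With CH223191 in 4T1-CM, 10 of 10 proliferation genes were lower, with a median of -0.36, and 11 of 12 cholesterol synthesis genes were lower, with a median of -0.19. Both medians lay at percentile 0 of the random lists, rounded to 1 decimal, and at 0.1 and 1 without matching on expression. Other lists also lay low there: NRF2 targets (median -0.14, percentile 0.2) and NF-kB targets (-0.16, 0.5). Neutrophil genes had a median of -0.86 at percentile 0, but of -0.11 with genes at the floor set to their bound. Of the 4 neutrophil genes with enough reads, Cxcr2 had 2 reads with DMSO and 0 with CH223191 in 4T1-CM. The low place of that list therefore rests on a gene at the floor. Hypoxia and glycolysis genes lay high (0.06, 95.1). In normal medium the medians of the proliferation and cholesterol synthesis genes were -0.21 and 0.00, and the latter was -0.05 with total counts. The T cell genes had at most 30 reads in a library, the dendritic cell genes 43, the mesothelial genes 19 and the mast cell genes 3. Xist had between 8240 and 12165 reads and the Y-linked genes at most 1, as in cells of female mice.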
